# Phosphatidylinositol 3-kinase signaling in proliferating cells maintains an anti-apoptotic transcriptional program mediated by inhibition of FOXO and non-canonical activation of NFκB transcription factors

**DOI:** 10.1186/1471-2121-9-6

**Published:** 2008-01-28

**Authors:** Jolyon Terragni, Julie R Graham, Kenneth W Adams, Michael E Schaffer, John W Tullai, Geoffrey M Cooper

## Abstract

**Background:**

Phosphatidylinositol (PI) 3-kinase is activated by a variety of growth factor receptors and the PI 3-kinase/Akt signaling pathway is a key regulator of cell proliferation and survival. The downstream targets of PI 3-kinase/Akt signaling include direct regulators of cell cycle progression and apoptosis as well as a number of transcription factors. Growth factor stimulation of quiescent cells leads to robust activation of PI 3-kinase, induction of immediate-early genes, and re-entry into the cell cycle. A lower level of PI 3-kinase signaling is also required for the proliferation and survival of cells maintained in the presence of growth factors, but the gene expression program controlled by PI 3-kinase signaling in proliferating cells has not been elucidated.

**Results:**

We used microarray analyses to characterize the changes in gene expression resulting from inhibition of PI 3-kinase in proliferating cells. The genes regulated by inhibition of PI 3-kinase in proliferating cells were distinct from genes induced by growth factor stimulation of quiescent cells and highly enriched in genes that regulate programmed cell death. Computational analyses followed by chromatin immunoprecipitations demonstrated FOXO binding to both previously known and novel sites in promoter regions of approximately one-third of the up-regulated genes, consistent with activation of FOXO1 and FOXO3a in response to inhibition of PI 3-kinase. NFκB binding sites were similarly identified in promoter regions of over one-third of the down-regulated genes. RelB was constitutively bound to promoter regions in cells maintained in serum, however binding decreased following PI 3-kinase inhibition, indicating that PI 3-kinase signaling activates NFκB via the non-canonical pathway in proliferating cells. Approximately 70% of the genes targeted by FOXO and NFκB regulate cell proliferation and apoptosis, including several regulators of apoptosis that were not previously known to be targeted by these transcription factors.

**Conclusion:**

PI 3-kinase signaling in proliferating cells regulates a novel transcriptional program that is highly enriched in genes that regulate apoptosis. At least one-third of these genes are regulated either by FOXO transcription factors, which are activated following PI 3-kinase inhibition, or by RelB, which is activated by PI 3-kinase via the non-canonical pathway in proliferating cells.

## Background

The PI 3-kinase/Akt signaling pathway plays a critical role in the regulation of growth factor-dependent metabolism, proliferation and survival of mammalian cells [1,2]. The downstream targets of Akt that function to regulate cell proliferation and survival include the Bcl-2 family member Bad [3,4] and the pro-apoptotic protein kinase GSK-3 [5,6], both of which are inhibited by Akt phosphorylation. Targets of GSK-3 that have been implicated in cell proliferation and survival include the Bcl-2 family member Mcl-1 [7], cyclin D1 [8], and the translation initiation factor eIF2B [9]. In addition, both Akt and GSK-3 phosphorylate a variety of transcription factors [10-13], and transcriptional regulation plays an important role in the control of cell growth and survival by PI 3-kinase/Akt/GSK-3 signaling. For example, the FOXO transcription factors are well-characterized substrates of Akt with key roles in cell proliferation and apoptosis. Phosphorylation by Akt leads to the retention of FOXOs in the cytoplasm as a result of binding to 14-3-3 proteins [14,15]. In the absence of PI 3-kinase/Akt signaling, FOXOs translocate to the nucleus and activate transcription of their target genes, including those that encode proteins that induce cell cycle arrest (e.g., p130, p27 and cyclin G2) and apoptosis (e.g., Fas ligand, Trail, and Bim) [16]. Additional transcription factors that are regulated either directly or indirectly by Akt and/or GSK-3 and may be involved in control of PI 3-kinase-dependent cell proliferation and survival include p53 [17], YAP [18], NFκB [19,20], CREB [21,22], c-Myc [23,24], and c-Jun [25].

Although studies of individual transcription factors and their target genes have elucidated several aspects of PI 3-kinase signaling, understanding the overall program of transcriptional regulation controlled by the PI 3-kinase/Akt/GSK-3 pathway requires global expression analysis. We and others have previously used global expression profiling to identify genes whose induction is dependent on PI 3-kinase signaling following growth factor stimulation of quiescent cells [26-29]. Computational analysis to identify transcription factor binding sites that were over-represented in upstream regions of the PI 3-kinase dependent genes further implicated FOXO, NFκB and CREB as regulators of the induction of these genes in response to growth factor stimulation [26]. Additional studies have identified a subset of these PI 3-kinase-regulated genes that are controlled by GSK-3 and have shown that inhibition of CREB by GSK-3 plays a key role in repressing PI 3-kinase-dependent gene expression in quiescent cells [30].

These studies of transcriptional regulation downstream of PI 3-kinase have examined gene expression in quiescent cells that have been acutely stimulated by growth factor, leading to the robust activation of PI 3-kinase signaling, the rapid induction of immediate-early genes, and the proliferation of cells arrested in G_0_. A lower level of PI 3-kinase signaling is also required for the survival and proliferation of cells that are normally maintained in the presence of growth factors [31]. In the present study, we have examined the gene expression changes that result from inhibition of PI 3-kinase in cells that are actively proliferating in the presence of serum. These experiments identified a novel program of PI 3-kinase-regulated gene expression that is highly enriched in genes that function as regulators of apoptosis and distinct from the program of gene expression induced by growth factor stimulation of quiescent cells. Combined computational and experimental analyses further demonstrated that FOXO and NFκB are major regulators of genes controlled by PI 3-kinase in proliferating cells, and identified new genes with important roles in apoptosis that are targeted by these transcription factors.

## Results

### Identification of Genes Regulated by PI 3-kinase Signaling in Proliferating Cells

Global expression changes were analyzed in actively proliferating T98G human glioblastoma cells, which are widely used as a model for studies of growth factor regulation of human cells [26,32,33]. Similar to previous studies in rat fibroblasts [31], these cells maintained a low level of PI 3-kinase signaling, which was 7 fold higher than in quiescent cells but approximately 5-fold lower than that observed following mitogenic stimulation of quiescent cells with either platelet-derived growth factor (PDGF) or 20% serum (Fig. 1A). PI 3-kinase was rapidly inhibited in proliferating cells by addition of LY294002 [34], which inhibited phosphorylation of Akt within 15 minutes (Fig. 1B). Inhibition of PI 3-kinase led to the induction of apoptosis, which initiated as early as 3 hours after addition of LY294002 as indicated by DNA fragmentation (Fig. 1C). The fraction of cells undergoing apoptosis gradually increased over several hours (Fig. 1D), typically reaching levels of 25–50% after 24 hours of PI 3-kinase inhibition.

**Figure 1:**
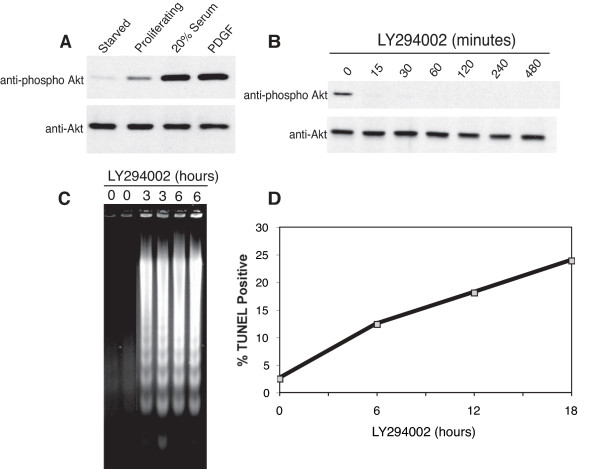
**Effect of PI 3-kinase inhibition on T98G cells**. *A*, Cell extracts were harvested from starved T98G cells that were rendered quiescent by 72 hours of incubation in serum-free medium, from actively proliferating T98G cells in serum-containing medium, and from quiescent cells that had been stimulated by treatment with 20% serum or PDGF for 30 minutes. Extracts were subjected to SDS-PAGE and immunoblotted with anti-phospho Akt and pan anti-Akt antibodies. *B*, Actively proliferating T98G cells in serum-containing media were treated with either 50 μM LY294002 or 0.1% DMSO (vehicle control, 0 minute timepoint). Cell extracts were analyzed by immunoblotting. *C*, Proliferating T98G cells were treated with LY294002 for the indicated times. Cytosolic nucleic acids were isolated and DNA fragmentation was assessed by gel electrophoresis. *D*, Proliferating T98G cells were harvested at the indicated times after LY294002 treatment, subjected to TUNEL assay, and TUNEL-positive cells quantified by flow cytometry.

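T98G is an established human glioblastoma cell line, and LY294002 is a compound that competes with ATP at the catalytic site of PI 3-kinase. The paper states that LY294002 can also inhibit related kinases such as mTOR, so a change here need not come from PI 3-kinase alone. Proliferating T98G cells were treated with 50 μM LY294002 for 2, 4 or 8 hours. The poly(A)+ RNA of treated and of untreated cells was hybridized together to oligonucleotide arrays read in 2 colors. Each of the 3 cultures per time was hybridized to 2 arrays with the dyes swapped, which gave 18 arrays for 9 cultures. The values analyzed here are the log2 ratios of treated over untreated cells that the authors deposited, made from background-subtracted median intensities and LOESS-corrected within each array, with the dye-swapped arrays already turned to treated over untreated. Of 26880 spots, an array had values for 12149 to 18116 at 2 hours, 9283 to 19704 at 4 hours and 8842 to 14949 at 8 hours, and the median log2 ratio of an array lay between -0.0166 and 0.0238. The dye-swapped arrays of a culture carry the same pair of RNA samples, so their mean was taken as 1 replicate, and the number of cultures limits the precision. The 9 cultures entered 1 limma fit with time as the factor, and each oligonucleotide with values in at least 2 of the 3 cultures of a time was tested against a log2 ratio of 0 with Benjamini-Hochberg adjustment within that time. Following the thresholds of the paper's methods, an oligonucleotide is called up- or down-regulated at an adjusted p under 0.01 and a mean log2 ratio of at least 0.9 in size. Among 17571 spots with a single gene symbol, 14946 different genes are named, and a spot with several symbols or none is counted but not named. Gene lists were fixed before the array values were examined but after the paper was read. Lists made from general knowledge also hold genes of the paper's Table 1, which was chosen on these cultures. Examples are *LTV1*, *NOLA1* and *PAK1IP1* in ribosome biogenesis, and *CTGF*, *ID1*, *KLF10* and *FST* in the TGF-β and BMP response. Such lists are thus not wholly independent of these data. A listed gene is said to rise or fall at an adjusted p under 0.01 with no minimum size. A list as a whole was tested with camera of limma at a preset correlation between genes of 0.01, adjusted over 32 lists, and the adjusted p with an estimated correlation is given beside each call. The difference between the arrays of a pair, which reads the dye, correlated at -0.38 for 4 h replicate 3 and -0.41 for 8 h replicate 3 with that of the other 7 pairs, against 0.406 to 0.906 for each of those 7 with the other 6. Values are the mean log2 ratio ± SD over the cultures.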

Microarray analyses were performed in three independent experiments to characterize the changes in gene expression resulting from PI 3-kinase inhibition. 

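Of the oligonucleotides up-regulated at 2 hours, 13 were also up-regulated at 4 hours and 12 at 8 hours, and of those down-regulated at 2 hours, 17 were also down-regulated at 4 hours and 16 at 8 hours. Genes up-regulated at all 3 times included *SAT1*, which encodes the enzyme that acetylates spermidine and spermine, *IRF7*, which encodes an interferon regulatory factor, and *CLK1*, which encodes a kinase of splicing factors. The log2 ratio of *SAT1* was 1.03 ± 0.090 (SD, n = 3 cultures) at 2 hours, 1.57 ± 0.072 at 4 hours and 1.70 ± 0.16 at 8 hours, with adjusted p from limma of 0.000169, 6.58e-06 and 1.41e-06. For *IRF7* it was 0.98 ± 0.14, 1.29 ± 0.26 and 1.73 ± 0.21 at the same times, and for *CLK1* it was 0.95 ± 0.12, 1.01 ± 0.080 and 1.11 ± 0.24. Genes down-regulated at all 3 times included *G0S2*, which encodes an inhibitor of triglyceride breakdown, and *GBP1*, which encodes a guanylate-binding protein. The mRNA of *G0S2* was at 0.314, 0.198 and 0.231 of its untreated level at 2, 4 and 8 hours (log2 ratio -1.67 ± 0.25, -2.34 ± 0.27 and -2.11 ± 0.25), and that of *GBP1* was at 0.45, 0.447 and 0.438. The calls of *GBP1* and *IRF7* at 2 hours were lost without 2 h replicate 2 or 2 h replicate 3 (adjusted p up to 0.0113 and 0.0169), and that of *CLK1* without 2 h replicate 3 (log2 ratio 0.885).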

The number of genes with significantly altered expression (Log_2 _> 0.9; *p *< 0.01) after 2, 4 and 8 hours of treatment with LY294002 are shown in Fig. 2. Inhibition of PI 3-kinase for 2 hours resulted in the up-regulation of 20 genes and down-regulation of 26 genes. 

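At 2 hours 17039 oligonucleotides were tested, of which 23 were up-regulated (21 named genes) and 23 were down-regulated (20 named genes). All 3 cultures moved the same way for 21 of the former and 22 of the latter. Among the up-regulated genes were *H2AC6*, a histone H2A gene with a log2 ratio of 1.46 ± 0.33 (SD, n = 3 cultures, adjusted p = 0.00334 from limma), and *MYLIP*, which encodes a ubiquitin ligase that interacts with myosin light chain, at 1.07 ± 0.16 (adjusted p = 0.000353). The falls were larger than the rises, as for *DKK1*, which encodes a secreted antagonist of Wnt signaling and was at -2.04 ± 0.12 (adjusted p = 0.000258), and *RCAN1* (*DSCR1* in the paper), which encodes an inhibitor of calcineurin and was at -2.03 ± 0.50 (adjusted p = 0.000252). Another oligonucleotide of *RCAN1* gave 0.19 ± 0.39 and did not pass the test (adjusted p = 0.441). Of 26 measured genes of the amino acid response governed by ATF4, 3 rose and 0 fell at 2 hours (3 rose and 2 fell when adjusted over the list alone), and the list was called up (adjusted p = 0.0222; 0.301 with an estimated correlation). They were *DDIT3*, *ATF4* at 0.59 ± 0.054 and *ATF3* at 0.60 ± 0.20, and the call of the list was lost without 2 h replicate 3 (adjusted p = 0.0667) or 8 h replicate 3 (adjusted p = 0.0763). Of 35 genes of ribosome biogenesis, 4 fell (13 when adjusted over the list alone) and 0 rose, and the list was called down (adjusted p = 5.64e-08; 0.0186 with an estimated correlation). With replicate number as a block the counts at 2 hours were 26 up and 38 down, with the time fitted alone 0 up and 4 down, with no moderation of the variances 3 up and 2 down, and with each array scaled to the same spread 33 up and 44 down, and the arrays with the treated sample in Cy5 alone gave 108 down (119, and 56 up with Cy3 alone, with the dye labels of the 4 h and 8 h replicate 3 arrays exchanged, chosen after the values were seen). Without 2 h replicate 2 the counts were 9 up and 11 down, and without 2 h replicate 3 they were 7 up and 11 down, and *H2AC6* was not called without either culture (adjusted p up to 0.0361).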

After 4 hours of PI 3-kinase inhibition, the number of up-regulated genes slightly increased to a total of 23, whereas the number of down-regulated genes nearly doubled, to a total of 44. 

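At 4 hours 18579 oligonucleotides were tested, and 28 were up-regulated (27 named genes) and 41 down-regulated (37 named genes). *TAF9*, which encodes a subunit of the general transcription factor TFIID, had a log2 ratio of 1.68 ± 0.37 (SD, n = 3 cultures, adjusted p = 0.000194 from limma) by the oligonucleotide listed in Additional file 1, whereas another oligonucleotide of the gene gave 0.38 ± 0.15 (adjusted p = 0.0326). *DIO2*, which encodes the deiodinase that activates thyroid hormone, was down-regulated to 0.139 of its untreated level (log2 ratio -2.85 ± 0.53, adjusted p = 0.000254). Genes of ribosome biogenesis were among those that fell: 13 of 36 measured fell and 0 rose (17 fell and 2 rose when adjusted over the list alone; adjusted p of the list 3.94e-08, and 0.0176 with an estimated correlation). Down-regulated among them were *LTV1* at -1.08 ± 0.18, *NOLA1* at -1.05 ± 0.091 and *PAK1IP1* at -1.02 ± 0.27. In polyamine and methionine metabolism 2 of 13 genes rose and 2 fell (5 and 6 when adjusted over the list alone), the falls being *AMD1* at -0.99 ± 0.19 and *MAT2A* at -0.92 ± 0.14, and the list was not called (adjusted p = 0.642). Of 32 genes of autophagy and the lysosome 3 rose and 0 fell (8 rose when adjusted over the list alone), and the list was called up (adjusted p = 1.6e-05; 0.0558 with an estimated correlation). Tested against 2 hours, 0 of 16457 oligonucleotides were called by limma, with 1281 at an unadjusted p under 0.05, and with the 18 arrays as separate observations, the dye-swap pair as a random block or a dye effect in the model 0 were called up and 3, 5 or 4 down. With the time fitted alone the counts at 4 hours were 6 up and 15 down, with no moderation 13 up and 16 down, and without the 4 h and 8 h replicate 3 cultures, an alternative chosen after the values were seen, 13 up and 21 down. Arrays with the treated sample in Cy5 alone gave 73 down, or 99 with the dye labels of 4 h and 8 h replicate 3, which are in doubt, exchanged (also chosen after), and Cy3 alone then 47 up. The count of down-regulated oligonucleotides at 4 hours was 65 without 4 h replicate 1, 23 without 4 h replicate 2 and 27 without 4 h replicate 3, and the call of *MAT2A* was lost without 4 h replicate 2 or 4 h replicate 3 (adjusted p up to 0.0191) and that of *PAK1IP1* without 4 h replicate 2 (log2 ratio -0.872).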

The increase in the number of down-regulated genes was most likely due to the slower rates of mRNA degradation for some genes, thus requiring a longer period for significant decreases in mRNA levels to occur. After 8 hours of PI 3-kinase inhibition, the numbers of both up-regulated and down-regulated genes increased substantially to 118 and 121, respectively, possibly resulting from secondary changes in gene expression.

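At 8 hours 14186 oligonucleotides were tested, and 126 were up-regulated (114 named genes) and 117 down-regulated (110 named genes). Of those up-regulated, 77 had also risen at 4 hours at an adjusted p under 0.01, 26 of them by 0.9 or more, and of those down-regulated 66 had fallen at 4 hours, 27 of them by 0.9 or more. *PCMTD1*, which encodes a protein with a methyltransferase domain, reached a log2 ratio of 1.87 ± 0.21 (SD, n = 3 cultures, adjusted p = 1.68e-05 from limma), and *RB1CC1*, which encodes a subunit of the kinase complex that starts autophagy, reached 1.72 ± 0.13 (adjusted p = 6.17e-07). The largest fall of a named gene was that of *DIO2*, at -3.09 ± 0.037 (adjusted p = 2.6e-05), followed by *IL7R*, which encodes the interleukin 7 receptor, at -2.21 ± 0.41 (adjusted p = 8.7e-06). Also down-regulated were *MMP3*, which encodes stromelysin 1, at -1.74 ± 0.76 and *ADAMTS1*, which encodes a secreted metalloproteinase, at -1.65 ± 0.41. Of 39 genes of DNA replication, 25 fell and 0 rose (28 fell when adjusted over the list alone; adjusted p of the list 9.6e-13, and 0.0507 with an estimated correlation). At 2 hours 0 of 38 of these genes rose or fell (1 fell when adjusted over the list alone), with a median log2 ratio of 0.00904. *MCM6*, a subunit of the replicative helicase, had a log2 ratio of -1.32 ± 0.097 at 8 hours, *MCM10* -1.21 ± 0.38, *CDC6* -1.15 ± 0.056 and *CDC45L* -1.01 ± 0.10. Of 19 targets of p53, 7 rose and 1 fell, which was also so when adjusted over the list alone, and the list was called up (adjusted p = 0.0389; 0.125 with an estimated correlation). The risen targets included *CCNG1* at 0.91 ± 0.62 and *CDKN1A* at 0.66 ± 0.32, and the fallen one was *TIGAR* at -1.27 ± 0.50. The paper states that a mutation inactivates *p53* in T98G cells, so the call of this list does not show p53 activity. With each array scaled to the same spread, 54 oligonucleotides were up-regulated and 58 down-regulated at 8 hours. The call of the p53 targets was lost without 4 h replicate 2 (adjusted p = 0.086) or 8 h replicate 1 (adjusted p = 0.0833), and that of *CCNG1* without 8 h replicate 1 or 8 h replicate 3 (adjusted p up to 0.0305).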

**Figure 2:**
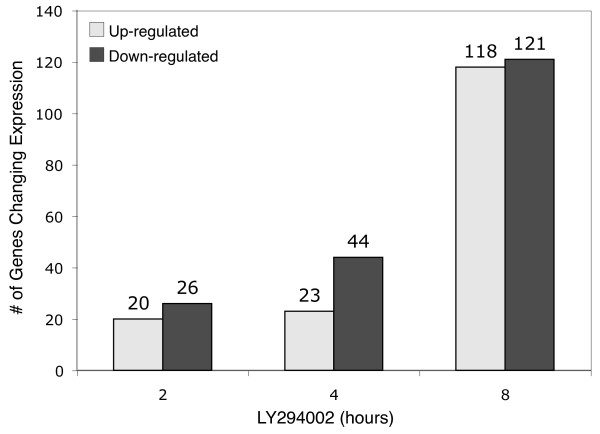
**Changes in gene expression resulting from PI 3-kinase inhibition**. Proliferating T98G cells in serum-containing medium were treated with 50 μM LY294002 for 2, 4 or 8 hours. Microarray analyses at each timepoint were performed on 3 independent cultures compared to untreated controls. Data are presented as the number of genes that were significantly up-regulated and down-regulated at the specified time of treatment (Log_2 _> 0.9, *p *≤ 0.01).

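The paper's Table 1 was itself chosen on these cultures, so values of its genes are not independent evidence of a change. Of 29 of its up-regulated genes measured here, 19 rose at 2 hours, 24 at 4 hours and 25 at 8 hours, and 0 fell (27, 25 and 25 rose and 1, 0 and 0 fell when adjusted over the list alone). A mean log2 ratio of at least 0.9 was reached by 17 of the risen genes at 2 hours and 22 at 4 hours. Of its down-regulated genes, 25 of 46 measured fell at 2 hours, 37 of 45 at 4 hours and 35 of 43 at 8 hours, and 0 rose (41, 42 and 38 fell when adjusted over the list alone). The up-regulated genes as a list had an adjusted p of 1.8e-29, 6.21e-21 and 1.02e-15 at the 3 times (0.0285, 0.0558 and 0.0842 with an estimated correlation), and the down-regulated genes 5.67e-36, 2.2e-32 and 6.46e-17 (0.0285, 0.0556 and 0.0976 with an estimated correlation). At 2 hours, the genes of Additional file 1 that pass the paper's thresholds and were matched to an oligonucleotide here by accession or symbol were called for 17 of 17 up and 17 of 23 down, and at 4 hours for 20 of 20 up and 34 of 39 down. At 8 hours they were called for 104 of 107 up and 103 of 112 down. Tested at 2 hours and not called were *GPR19*, *PLK2*, *PTX3*, *SC4MOL*, *STC2* and *TSLP*, whose adjusted p ran from 0.0105 for *PTX3* to 0.0322 for *TSLP*. At 4 hours they were *FGF2*, *ISG20L1* and *MMP3*, and *DCK* and *GRIK1* had a value in 1 culture and were not tested. With replicate number as a block *GPR19*, *PLK2* and *PTX3* were called at 2 hours (adjusted p = 0.00101, 0.00252 and 0.00309) and *FGF2*, *ISG20L1* and *MMP3* at 4 hours (adjusted p up to 0.0035). *KIF1B* has 2 oligonucleotides, of which one gave a log2 ratio of 0.97 ± 0.33 (SD, n = 3 cultures, adjusted p = 0.00374 from limma) at 4 hours and the other 0.052 ± 0.11 (adjusted p = 0.661), and the call of the first was lost without 4 h replicate 2 or 4 h replicate 3 (adjusted p up to 0.0348). No spot carries the symbols *BIRC3*, *NTF3*, *PTRH2*, *RNU2*, *LOC85028* or *LOC57090*, so these genes were not analyzed.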

The genes that were up- or down-regulated following 2 and 4 hours of PI 3-kinase inhibition are summarized in Table 1 (see Additional file 1 for expression changes and for genes with altered expression at 8 hours). 

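*GADD45B*, which encodes a stress sensor of the growth arrest family, had a log2 ratio of 0.94 ± 0.095 (SD, n = 3 cultures) at 2 hours, 0.091 ± 0.17 at 4 hours and 0.015 ± 0.17 at 8 hours, with adjusted p from limma of 0.000371, 0.548 and 0.914. *ID1* and *ID2B*, named for inhibitors of DNA binding by basic helix-loop-helix factors, were at 1.09 ± 0.33 (adjusted p = 0.00151) and 0.93 ± 0.36 (adjusted p = 0.0059) at 2 hours. At 4 hours they were at -0.042 ± 0.14 (adjusted p = 0.883) and 0.19 ± 0.11 (adjusted p = 0.455). *KLF10*, which encodes a TGF-β-inducible zinc finger factor, was at 0.91 ± 0.43 (adjusted p = 0.00854) at 2 hours and -0.43 ± 0.13 (adjusted p = 0.0883) at 4 hours. The differences between 4 and 2 hours were -0.85 for *GADD45B*, -1.13 for *ID1*, -0.74 for *ID2B* and -1.34 for *KLF10*, and none passed the test of the difference itself (adjusted p = 0.0867, 0.135, 0.339 and 0.135). In 5 other settings the differences of *ID1* and *KLF10* were called (adjusted p = 0.000156 to 0.00824 and 0.00042 to 0.00966). These were the 18 arrays as separate observations, the dye-swap pair as a random block, a dye effect and adjustment over the 3 times together. The last was a dye effect with the dyes of 4 h and 8 h replicate 3 exchanged (chosen after the values were seen). All but the joint adjustment take the 2 arrays of a culture, which carry the same RNA, as observations. The random block estimated the correlation within pairs at -0.314, and so was not stricter than separate arrays. The joint adjustment left the differences as they were and changed the adjustment only. The difference of *GADD45B* passed the adjusted p in all 5 (2.69e-05 to 0.00536) and missed only the size of 0.9 (-0.854). That of *ID2B* passed neither limit in any of them (adjusted p = 0.0101 to 0.0701). Between 8 and 2 hours the difference was -0.93 for *GADD45B* (adjusted p = 0.00163), -1.19 for *ID1* (adjusted p = 0.00265) and -1.22 for *KLF10* (adjusted p = 0.00892), all called, and -0.82 for *ID2B* (adjusted p = 0.023), not called. Of the 9 fits that each left out 1 culture, the call at 2 hours held in 9 for *GADD45B*, 7 for *ID1* (lost without 2 h replicate 2 or 2 h replicate 3), 3 for *ID2B* and 1 for *KLF10*, with adjusted p up to 0.0157, 0.0543 and 0.0402 for the last 3 genes. The call of the difference between 8 and 2 hours held in 7 of 9 fits for *GADD45B* (lost without 2 h replicate 3 or 8 h replicate 3), 7 of 9 for *ID1* (lost without 2 h replicate 2 or 2 h replicate 3) and 2 of 7 for *KLF10* (adjusted p up to 0.0211). Of 11 measured genes that respond to TGF-β and BMP, 3 rose at 2 hours (*CTGF*, *ID1* and *KLF10*) and 1 fell (*FST*, which encodes follistatin), which was also so when adjusted over the list alone. That list was called up at 2 hours (adjusted p = 6.62e-05; 0.0285 with an estimated correlation) and not at 4 hours (adjusted p = 0.0663) or 8 hours (adjusted p = 0.411), and the change of the list between times was not tested. 

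**Figure D1:**
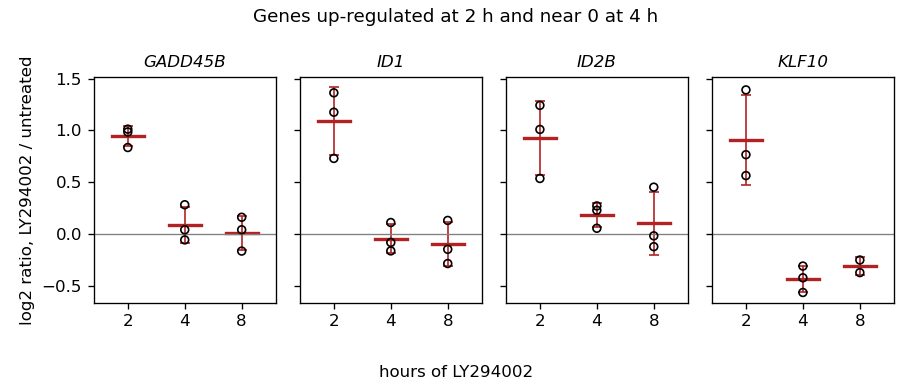
Log2 ratio of LY294002-treated over untreated cells (vertical axis) against hours of treatment (horizontal axis) for *GADD45B*, *ID1*, *ID2B* and *KLF10*. Each point is 1 culture, the bar is the mean and the error bar the SD of 3 cultures (2 for *KLF10* at 8 hours); the means at 2 hours lie between 0.91 and 1.09, and those at 4 hours between -0.43 and 0.19.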

Most of the up-regulated genes had increased levels of mRNA after both 2 and 4 hours of inhibition, however 4 genes were significantly up-regulated at 2 hours but returned to baseline at 4 hours, perhaps reflecting transient gene induction. 

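With 1 oligonucleotide taken for each gene, 45 of the genes that Table 1 gives as down-regulated had values at both 2 and 4 hours, and 44 of them had a mean log2 ratio below 0 at both times. Their median log2 ratio was -0.89 at 2 hours and -1.01 at 4 hours, and 28 were lower at 4 hours than at 2 hours. *SFRS3*, which encodes a splicing factor, was at -0.56 ± 0.026 (SD, n = 3 cultures, adjusted p = 0.00221 from limma) at 2 hours and -1.32 ± 0.18 (adjusted p = 1.68e-05) at 4 hours. *PPIF*, which encodes the mitochondrial cyclophilin, was at -0.58 ± 0.056 at 2 hours and -1.11 ± 0.12 at 4 hours. *NAV3*, which encodes a microtubule-associated navigator protein, was at 0.020 ± 0.10 and then -1.01 ± 0.29. Less low at 4 than at 2 hours were 17. Among them *CXCL3*, a chemokine gene, went from -1.44 ± 0.057 to -0.81 ± 0.19 (values in 2 cultures at 4 hours). *NCOA7*, which encodes a nuclear receptor coactivator, went from -1.10 ± 0.23 to -0.60 ± 0.24, and *AMIGO2*, which encodes an adhesion molecule, from -0.95 ± 0.24 to -0.61 ± 0.19. For 0 of the 45 genes did the difference between 4 and 2 hours pass the test. The lowest adjusted p was 0.0867 for *SFRS3*, with a difference of -0.76 (standard error 0.092). *NAV3* and *DIO2* were called lower at 4 hours with the dye-swap pair as a random block and with a dye effect after exchanging dyes. *NAV3* was also called lower with a dye effect and no exchange. These settings take the 2 arrays of a culture, which carry the same RNA, as observations. Of 29 genes given as up-regulated, 26 had a mean log2 ratio above 0 at both times, 19 were higher at 4 hours, and the median went from 0.93 to 1.06. Among these *EIF1*, which encodes a translation initiation factor, was at 0.16 ± 0.016 at 2 hours and 1.05 ± 0.32 at 4 hours (adjusted p of the difference 0.135). Without 4 h replicate 2 the calls of *NAV3* (adjusted p up to 0.05, lost also without 4 h replicate 3) and *EIF1* (log2 ratio 0.883) at 4 hours were lost, and without 2 h replicate 2 those of *NCOA7* (adjusted p = 0.0115) and *AMIGO2* (adjusted p up to 0.0115, lost also without 2 h replicate 3) at 2 hours.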

Most down-regulated genes displayed reduced mRNA levels at both 2 and 4 hours, generally decreasing at the longer time of PI 3-kinase inhibition. The microarray data for 7 up-regulated and 11 down-regulated genes were validated by real-time RT-PCR. For all genes tested, the expression changes assessed by real-time RT-PCR after 4 hours of PI 3-kinase inhibition confirmed the microarray results (Additional file 1).

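Of the 18 genes with RT-PCR values in Additional file 1, 16 have a named oligonucleotide here, and *BIRC3* and *NTF3* have none. For all 16 the array and the paper's RT-PCR value at 4 hours had the same sign, and the RT-PCR change was the larger of the 2 in 12. Up- or down-regulation at 4 hours was called for 15 of them, the exception being *KLF6*, which encodes a Kruppel-like factor, at 0.78 ± 0.12 (SD, n = 3 cultures, adjusted p = 0.00145 from limma; the paper's RT-PCR value is 0.53). The array gave -1.55 ± 0.43 for *DKK1*, -2.24 ± 0.73 for *CCL2* and -0.93 ± 0.095 for *BAG2*, a cochaperone gene, against the paper's RT-PCR values of -3.55, -3.49 and -2.12. For *BCL6*, which encodes a transcriptional repressor, it gave 0.97 ± 0.25, and for *CYP1B1*, a cytochrome P450 gene, -1.76 ± 0.43, against the paper's 1.51 and -2.19. The RT-PCR change was smaller than that of the array for *KLF6*, *EIF1* (the paper's RT-PCR value is 0.40), *IL7R* (array -1.52 ± 0.15, the paper's RT-PCR value -1.39) and *PLAU* (the paper's RT-PCR value is -1.05). The array call of *BCL6* was lost without 4 h replicate 2 or 4 h replicate 3 (adjusted p up to 0.0225), that of *CYP1B1* without 4 h replicate 3 (adjusted p = 0.0156) and that of *BAG2* without 4 h replicate 2 (log2 ratio -0.876).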

**Table 1:** Gene expression changes after 2 and 4 hours of PI 3-kinase inhibition

Up-Regulated Genes		Down-Regulated Genes	
Gene Symbol	Gene Name	Gene Symbol	Gene Name

*APOLD1*	Apolipoprotein L domain containing 1	*AMD1*	S-adenosylmethionine decarboxylase 1
*Atrogin-1*	F-box protein 32/Atrogin-1	*AMIGO2*	Adhesion molecule with Ig-like domain 2
*BCL6*	B-cell CLL/lymphoma 6	*ATP13A3*	ATPase type 13A3
*BTG1*	B-cell translocation gene 1	*BAG2*	BCL2-associated athanogene 2
*C1orf183*	Chromosome 1 open reading frame 183	*BDNF*	Brain-derived neurotrophic factor
*C1orf63*	Chromosome 1 open reading frame 63	*BIRC3/cIAP2*	Baculoviral IAP repeat-containing 3
*CCNG2*	Cyclin G2	*CCL2*	Chemokine (C-C motif) ligand 2
*CLK1*	CDC-like kinase 1	*CCND1*	Cyclin D1
*CTGF*	Connective tissue growth factor	*CYP1B1*	Cytochrome P450 subfamily I polypeptide 1
*DDIT3/CHOP*	DNA-damage-inducible transcript 3	*DCK*	Deoxycytidine kinase
*EIF1/SUI1*	Eukaryotic translation initiation factor 1	*DIO2*	Deiodinase, iodothyronine, type II
*GADD45B*	Growth arrest and DNA-damage-inducible β	*DKFZP686E2158*	Hypothetical protein LOC643155
*ID1*	Inhibitor of DNA binding 1	*DKK1*	Dickkopf homolog 1 (*Xenopus laevis*)
*ID2B*	Striated muscle contraction regulatory prot.	*DSCR1*	Down syndrome critical region gene 1
*IRF7*	Interferon regulatory factor 7	*EDN1*	Endothelin 1
*KIF1B*	Kinesin family member 1B	*F3*	Coagulation factor III
*KLF6*	Kruppel-like factor 6	*FGF2*	Fibroblast growth factor 2
*KLHL24*	Kelch-like 24	*FST*	Follistatin
*LOC85028*	PNAS-123	*G0S2*	Putative lymphocyte G0/G1 switch gene
*MIR*	Myosin regulatory light chain interacting prot.	*GABPB2*	GA binding protein transcription factor, β2
*MT1E*	Metallothionein 1E	*GBP1*	Guanylate binding protein 1
*PCMTD1*	Protein-L-isoaspartate O-methyltransferase	*GBP3*	Guanylate binding protein 3
*PHLDA1*	Pleckstrin homology-like domain family A	*GLIPR1*	Glioma pathogenesis-related protein
*PNPLA8*	Patatin-like phospholipase domain 8	*GPR19*	G protein-coupled receptor 19
*RNU2*	RNA, U2 small nuclear	*GRIK1*	Glutamate receptor, ionotropic, kainate 1
*SAT*	Spermine N1-acetyltransferase	*GRO3*	GRO3 oncogene
*STK31*	Serine/threonine kinase 31	*IGFBP5*	Insulin-like growth factor binding protein 5
*TAF9*	TAF9 RNA polymerase II	*IL7R*	Interleukin 7 receptor
*TIEG*	TGFβ inducible early growth response	*ISG20L1*	Interferon stimulated exonuclease
*TXNIP*	Thioredoxin interacting protein	*LOC57090*	HRPAP20 short form
*ZBTB1*	Zinc finger and BTB domain containing 1	*LTV1*	LTV1 homolog (*S. cerevisiae*)
	cDNA DKFZp564C2063	*MAT2A*	Methionine adenosyltransferase II, alpha
		*MMP3*	Matrix metalloproteinase 3
		*NAV3*	Neuron navigator 3
		*NCOA7*	Nuclear receptor coactivator 7
		*NOLA1*	Nucleolar protein family A, member 1
		*NTF3*	Neurotrophin 3
		*NXT1*	NUTF-like export factor1
		*PAK1IP1*	PAK1 interacting protein 1
		*PLAU*	Plasminogen activator, urokinase
		*PPIF*	Peptidylprolyl isomerase F (cyclophilin F)
		*PTRH2*	Peptidyl-tRNA hydrolase 2
		*PTX3*	Pentaxin-related gene
		*RGS20*	Regulator of G-protein signalling 20
		*SC4MOL*	Sterol-C4-methyl oxidase-like
		*SFRS3*	Splicing factor, arginine/serine-rich 3
		*SGNE1*	Secretory granule, neuroendocrine protein 1
		*SNK*	Serum-inducible kinase
		*STC2*	Stanniocalcin 2
		*TNFRSF11B*	Tumor necrosis factor receptor 11b (OPG)
		*TRIM16*	Tripartite motif-containing 16
		*TSLP*	Thymic stromal lymphopoietin
			cDNA FLJ11812 fis, clone HEMBA1006364

Since LY294002 can also inhibit PI 3-kinase-related protein kinases, such as mTOR, we also tested the effect of wortmannin, a more selective PI 3-kinase inhibitor that does not inhibit mTOR at the concentration used (50 nM) [35]. 15 of the 18 genes were similarly up or down-regulated by both wortmannin and LY294002 (Additional file 2), indicating that PI 3-kinase was responsible for the changes in expression of these genes. It is possible that the 3 genes whose expression was affected by LY294002 but not wortmannin may be regulated by other targets of LY294002. However 50 nM wortmannin was less effective than LY294002 in inhibiting PI 3-kinase, yielding approximately 90% rather than complete inhibition of Akt phosphorylation (Additional file 2), so it is also possible that the 10% of PI 3-kinase signaling remaining after wortmannin treatment was sufficient to maintain normal expression of some genes. In either case, these results support the involvement of PI 3-kinase signaling in the regulation of at least 80–90% of the genes showing altered expression in response to LY294002.

To determine whether gene expression was similarly regulated in a different cell line, the response of representative genes to inhibition of PI 3-kinase was tested in U937 human promyelocytic leukemia cells (Table 2). The changes in expression of 7 out of 12 genes in response to PI 3-kinase inhibition were similar in both U937 and T98G cells, and 3 other genes were either up- or down-regulated, although to different extents, in both cell lines.

**Table 2:** Comparison of the effect of PI 3-kinase inhibition on gene expression in U937 and T98G cells.

	Fold Change	
	U937 cells	T98G cells
**Up-regulated genes**		

*BCL6*	1.3	2.8
***BTG1***	**3.4**	**4.1**
***CCNG2***	**6.6**	**3.0**
*DDIT3/CHOP*	1.3	2.2
***IRF7***	**7.6**	**4.2**
***KLF6/COPEB***	**5.7**	**1.5**

**Down-regulated genes**		

***BAG2***	**3.3**	**4.3**
***BIRC3/cIAP2***	**1.7**	**8.9**
***CCL2***	**51**	**11**
***F3***	**1.8**	**4.8**
***IL7R***	**2.5**	**2.6**
***PLAU***	**3.4**	**2.1**

Proliferating U937 and T98G cells were treated with LY294002 for 4 hours and gene expression was quantitated by RT-PCR. Data are expressed as average fold changes from two independent experiments. Genes in bold were up- or down-regulated in both cell lines.

### Functions of PI 3-kinase-regulated Genes

The genes that showed changes in expression after 2 and 4 hours of PI 3-kinase inhibition were largely overlapping and therefore were combined for subsequent analyses. This yielded a gene set in which altered expression was detected around the onset of apoptosis. These genes were compared to a group of 34 immediate-early genes that were induced by PI 3-kinase signaling following PDGF stimulation of quiescent T98G cells [26]. 

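Among 16457 oligonucleotides tested at both 2 and 4 hours, the calls shared by both times were 13 up and 17 down, where 0.0391 and 0.0573 would be shared by independent sets of the same sizes, a number that takes no account of any correlation between the cultures of the 2 times. Called up at both times were genes such as *TXNIP*, *BTG1*, *CTGF* and *H1-10*, a linker histone gene whose log2 ratio was 1.12 ± 0.071 (SD, n = 3 cultures, adjusted p = 0.00171 from limma) at 2 hours and 1.47 ± 0.33 (adjusted p = 0.000258) at 4 hours. Called down at both were genes such as *GLIPR1*, which encodes a secreted protein of the pathogenesis-related family, at -1.06 ± 0.14 and -1.03 ± 0.33, and *FST* at -1.17 ± 0.16 and -0.93 ± 0.10. Of the 23 oligonucleotides up-regulated at 2 hours 21 had a mean above 0 at 4 hours, and of the 23 down-regulated all 23 had a mean below 0 at 4 hours. Of the 28 up-regulated at 4 hours all 28 had a mean above 0 at 2 hours, and 17 of them had risen at an adjusted p under 0.01. Of the 41 down-regulated at 4 hours 40 had a mean below 0 at 2 hours, and 26 had fallen. At both times the counts were 0 up and 0 down with each time fitted alone, 3 up and 1 down with no moderation and 7 up and 8 down without the 4 h and 8 h replicate 3 cultures, chosen after the values were seen, and 40 and 11 were down with Cy5 and with Cy3 alone (45 and 13, and 20 up with Cy3, with the doubtful dye labels of 4 h and 8 h replicate 3 exchanged, also chosen after). Leaving out 2 h replicate 2 gave 6 up and 8 down at both times, leaving out 2 h replicate 3 gave 5 and 8, leaving out 4 h replicate 2 gave 11 and 9, and leaving out 4 h replicate 3 gave 12 and 10. *GLIPR1* at 2 hours was not called without any one of the 3 cultures of that time (adjusted p up to 0.0357), nor at 4 hours without 4 h replicate 2 or 4 h replicate 3 (adjusted p up to 0.0218). The call of *FST* at 4 hours was lost without 4 h replicate 2 (log2 ratio -0.867), and *H1-10* at 2 hours was not called without 2 h replicate 2 or 2 h replicate 3 (adjusted p up to 0.0201).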

There were only 4 genes in common between the two groups (*CTGF*, *PLAU*, *CCL2 *and *F3*), indicating that >90% of the genes regulated by continual PI 3-kinase signaling were distinct from immediate-early genes induced by PI 3-kinase in response to acute growth factor stimulation.

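In these cultures *CTGF*, which encodes connective tissue growth factor, had a log2 ratio of 1.21 ± 0.12 (SD, n = 3 cultures, adjusted p = 0.00176 from limma) at 2 hours and 1.55 ± 0.23 (adjusted p = 0.000291) at 4 hours. *PLAU*, which encodes urokinase, fell to 0.357 of its untreated level at 2 hours (log2 ratio -1.48 ± 0.18, adjusted p = 4.3e-05) and was at -1.39 ± 0.088 (adjusted p = 2.55e-05) at 4 hours. *F3*, which encodes tissue factor, was at -1.44 ± 0.28 (adjusted p = 0.00206) and -1.24 ± 0.34 (adjusted p = 0.00216), and the call at 2 hours was lost without any one of the 3 cultures of that time (adjusted p up to 0.019). The call of *CTGF* at 2 hours was lost in the same way (adjusted p up to 0.0206), and that of *F3* was lost at 4 hours without 4 h replicate 2 or 4 h replicate 3 (adjusted p up to 0.0223) and at 8 hours without 8 h replicate 3 (log2 ratio -0.791). A list of immediate-early genes, which includes these 4 genes, went both ways. At 2 hours 5 of 30 measured rose and 4 fell (12 and 7 when adjusted over the list alone), at 4 hours 3 of 26 rose and 5 fell (3 and 6), and at 8 hours 6 of 24 rose and 4 fell (6 and 4). The list was not called at 2 hours (adjusted p = 0.283), 4 hours (0.31) or 8 hours (0.189). At 8 hours *CTGF* was at 1.85 ± 0.41, *PLAU* at -1.04 ± 0.12 and *F3* at -1.02 ± 0.41. *MYC*, another member of the list, was at -0.20 ± 0.28 at 2 hours, -0.14 ± 0.31 at 4 hours and 0.84 ± 0.35 at 8 hours, and passed the test at 8 hours (adjusted p = 0.00251).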

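Regulators of apoptosis were tested for enrichment among the up- and down-regulated genes with a list of pro- and anti-apoptotic genes instead of GO terms. Of 43 regulators among the 13878 named genes tested at 2 or 4 hours, *DDIT3*, *GADD45B* and *PHLDA1* were among the 35 genes up-regulated at either time, where 0.108 were expected (one-sided Fisher's exact test, p = 0.000169, adjusted p = 0.000451 over 8 tests). *BAG2* and *TNFRSF11B* were the 2 regulators among the 43 genes down-regulated at either time, where 0.133 were expected (one-sided Fisher's exact test, p = 0.00781, adjusted p = 0.0156), and without 4 h replicate 2 *TNFRSF11B* alone remained (adjusted p = 0.148). All 5 genes are in Table 1, which was chosen on these cultures, so these tests are not independent evidence, and without the genes of Table 1, an alternative chosen after the values were seen, 0 regulators were among the 6 genes called up or the 5 called down.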

The genes with altered expression in response to inhibition of PI 3-kinase in T98G cells for 2 and 4 hours included well-known regulators of apoptosis and cell cycle progression. The ability of PI 3-kinase inhibition to induce apoptosis was apparent in the up-regulation of genes that can promote cell death, including *DDIT3/CHOP *[36], *GADD45B *[37], and *PHLDA1 *[38], and the down-regulation of genes that promote cell survival, including *BIRC3/cIAP2 *[39] and *TNFRSF11B/osteoprotegerin *[40]. 

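*DDIT3*, which encodes the stress-induced transcription factor CHOP, had a log2 ratio of 1.18 ± 0.10 (SD, n = 3 cultures, adjusted p = 0.000614 from limma) at 2 hours, 0.94 ± 0.29 (adjusted p = 0.00105) at 4 hours and 0.75 ± 0.22 (adjusted p = 0.000716) at 8 hours. *PHLDA1*, which encodes a pleckstrin homology-like protein, was at 1.58 ± 0.22 (adjusted p = 0.00018), 1.54 ± 0.26 (adjusted p = 0.000104) and 1.72 ± 0.12 (adjusted p = 1.02e-05) by the one of its 2 oligonucleotides that moved. The other oligonucleotide of *PHLDA1* gave 0.20 ± 0.14, 0.40 ± 0.31 and 0.46 ± 0.50, and was not called. *TNFRSF11B* encodes osteoprotegerin, a decoy receptor of death ligands. It was at -0.67 ± 0.14 (adjusted p = 0.0283) at 2 hours and -1.21 ± 0.36 (adjusted p = 0.000962) at 4 hours. At 8 hours it was at -0.033 ± 0.30 (adjusted p = 0.89). In Additional file 2 *DDIT3* did not rise and *TNFRSF11B* fell little with wortmannin, which the paper calls more selective for PI 3-kinase. *BIRC3* has no named spot, and *BIRC2*, which encodes a related inhibitor of apoptosis, was at -0.71 ± 0.061 (adjusted p = 0.000926) at 2 hours and -0.77 ± 0.17 (adjusted p = 0.000333) at 4 hours. Of 27 measured pro-apoptotic genes, *DDIT3*, *PHLDA1* and *GADD45B*, all in Table 1, rose at 2 hours and 0 fell (4 rose when adjusted over the list alone), and the list was called up (adjusted p = 0.0203; 0.0982 with an estimated correlation) although the median gene was at -0.0442. That call was also lost without 8 h replicate 2 (adjusted p = 0.0631) or 8 h replicate 3 (adjusted p = 0.052), and the call of *DDIT3* at 4 hours was lost without 4 h replicate 2 (log2 ratio 0.775). At 4 and 8 hours the pro-apoptotic list was not called by camera (adjusted p = 0.0785 and 0.155). The rotation test fry called it up at both times (adjusted p = 0.000361 and 0.000166). Of 13 anti-apoptotic genes at 2 hours, 1 rose (*MCL1*, at 0.39 ± 0.095) and 2 fell, *BIRC2* and *BAG2* (1 and 3 when adjusted over the list alone). By camera this list was not called at 2, 4 or 8 hours (adjusted p = 0.445, 0.211 and 0.501). By fry it was called down at 2 and 4 hours (adjusted p = 0.0185 and 0.00145) and not called at 8 hours (0.497). *BIRC3*, which Additional file 1 gives at -2.55 at 4 hours, is not among the measured genes. The paper measured apoptosis itself by DNA fragmentation and TUNEL assay. It further describes the induction of apoptosis as apparent in the rise of death-promoting genes and the fall of survival genes.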

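Of 22 measured inhibitors of cell cycle progression, 3 rose at 2 hours and 0 fell (7 rose when adjusted over the list alone), 5 of 23 rose at 4 hours (8 when adjusted over the list alone), and 9 of 21 rose and 1 fell at 8 hours (also 9 and 1 when adjusted over the list alone). The list was called up at all 3 times (adjusted p = 3.68e-07, 1.4e-05 and 5.2e-05; 0.0285, 0.0558 and 0.0842 with an estimated correlation). *BTG1*, an antiproliferative gene, had a log2 ratio of 1.16 ± 0.096 (SD, n = 3 cultures, adjusted p = 4.3e-05 from limma) at 2 hours, 1.53 ± 0.11 (adjusted p = 4.41e-06) at 4 hours and 1.54 ± 0.051 (adjusted p = 1.26e-06) at 8 hours, by one oligonucleotide of 2. The other, with values in 2 cultures, gave 0.11 ± 0.47 at 2 hours and -0.053 ± 0.14 at 4 hours. *CCNG2*, which encodes cyclin G2, was at 0.90 ± 0.30 (adjusted p = 0.0331) at 2 hours, which did not pass the test, and was up-regulated at 4 hours at 1.21 ± 0.26 (adjusted p = 0.00479) and at 8 hours at 1.34 ± 0.58 (adjusted p = 0.000655). Its call at 4 hours was lost without any one of the 3 cultures of that time (adjusted p up to 0.0491). *CDKN1B*, which encodes p27, was at 0.82 ± 0.081 (adjusted p = 0.00294) at 4 hours. *CCND1*, which encodes cyclin D1, was at -0.77 ± 0.11 (adjusted p = 0.000286), -0.94 ± 0.074 (adjusted p = 9.99e-05) and -0.95 ± 0.11 (adjusted p = 1.26e-05) at the 3 times, and was down-regulated at 4 and 8 hours. Of 13 G1 cyclins and E2F-regulated G1 genes, 2 fell at 2 hours (*CCND1*, and *CDK6* at -0.68 ± 0.11), 1 at 4 hours and 7 at 8 hours, when 1 rose (2, 2 and 7 fell and 0, 0 and 1 rose when adjusted over the list alone). That list was called down at each time (adjusted p = 0.00232, 0.00156 and 0.00436; 0.103, 0.111 and 0.136 with an estimated correlation). Another oligonucleotide of *CDK6* was at -0.34 at 2 hours and did not pass the test (adjusted p = 0.0658), and the call of *CCND1* at 8 hours was lost without 8 h replicate 1 (log2 ratio -0.883).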

Additional expression changes included the up-regulation of genes that inhibit cell cycle progression, such as *CCNG2 *[41], *BTG1 *[42] and *GADD45B *[43], as well as the down-regulation of *CCND1*. Genes encoding several growth factors and cytokines that promote cell proliferation and survival (including *FGF2, NTF3, EDN1*, *CCL2 *and *BDNF*) were also down-regulated following inhibition of PI 3-kinase.

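*CCL2*, which encodes a chemokine, was at 0.204 of its untreated level at 2 hours (log2 ratio -2.29 ± 0.29, SD, n = 3 cultures, adjusted p = 0.00125 from limma), and at -1.22 ± 0.37 (adjusted p = 0.00363) at 8 hours. *EDN1*, which encodes endothelin 1, was at -1.88 ± 0.28 (adjusted p = 0.00287), -1.26 ± 0.77 (adjusted p = 0.00978) and -1.18 ± 0.24 (adjusted p = 0.00381) at 2, 4 and 8 hours, and its call at 4 hours held in 1 of the 9 fits that each left out 1 culture (the one without 4 h replicate 1; adjusted p up to 0.0599). *BDNF*, which encodes a neurotrophin, was at -0.94 ± 0.033 (adjusted p = 0.00631), -0.80 ± 0.42 (adjusted p = 0.00805) and -0.93 ± 0.27 (adjusted p = 0.000916), and was called at 2 and 8 hours. Its call at 2 hours was lost without any one of the 3 cultures of that time, without 4 h replicate 3 and without 8 h replicate 2 (adjusted p up to 0.0576), and its call at 8 hours without 8 h replicate 3 (log2 ratio -0.783). The calls of *CCL2*, *EDN1* and *IL8* at 2 hours were lost without 2 h replicate 2 or 2 h replicate 3 (adjusted p up to 0.0153, 0.0322 and 0.0183), and those of *CCL2*, *EDN1* and *IL6* at 8 hours without any one of the 3 cultures of that time (adjusted p up to 0.0337, 0.0327 and 0.0341). *FGF2*, which encodes basic fibroblast growth factor, was at -0.89 ± 0.063 (adjusted p = 0.0441), -0.93 ± 0.46 (adjusted p = 0.0206) and -0.72 ± 0.58 (adjusted p = 0.0221) and was not called, although 9 planned settings called it at 4 hours, among them replicate number as a block (adjusted p = 0.00329), and *NTF3* has no named spot. The largest falls at 2 hours were those of *IL8*, at 0.0925 of its untreated level (log2 ratio -3.44 ± 0.20, adjusted p = 0.00155), and *IL6*, at 0.141 (log2 ratio -2.82 ± 0.14, adjusted p = 0.000214), which both encode cytokines. They were at -2.99 ± 0.91 and -2.18 ± 0.72 at 4 hours, and at 8 hours *IL6* was at -1.08 ± 0.26 and *IL8*, with values in 2 cultures, at -1.47 ± 1.04 (adjusted p = 0.0264). Without 4 h replicate 2 the call of *IL8* at 4 hours was lost (adjusted p = 0.0109). *CXCL3*, another chemokine gene, was at -1.44 ± 0.057 (adjusted p = 0.000286) at 2 hours. Of 32 measured growth factors and cytokines 8 fell and 0 rose at 2 hours (10 fell when adjusted over the list alone), and of 34 at 4 hours 10 fell and 1 rose (11 and 1). The list was called down at 2 hours (adjusted p = 4.73e-06; 0.0982 with an estimated correlation) and 4 hours (adjusted p = 0.000189; 0.164 with an estimated correlation). *BDNF*, *CCL2*, *CXCL3*, *EDN1*, *IL6* and *IL8* were 6 of the 43 genes down-regulated at 2 or 4 hours, where 0.105 of 34 measured growth factors and cytokines were expected (one-sided Fisher's exact test, p = 7.76e-10, adjusted p = 6.21e-09), and 0 were among the up-regulated genes. *BDNF*, *CCL2*, *CXCL3* and *EDN1* are in Table 1, and without its genes, an alternative chosen after the values were seen, *IL6* and *IL8* were 2 of 5 genes called down (Fisher's exact test, adjusted p = 0.000316). The count of 6 became 10 without 4 h replicate 1 and 4 without 2 h replicate 2 or 2 h replicate 3 (adjusted p up to 1.64e-05). 

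**Figure D2:**
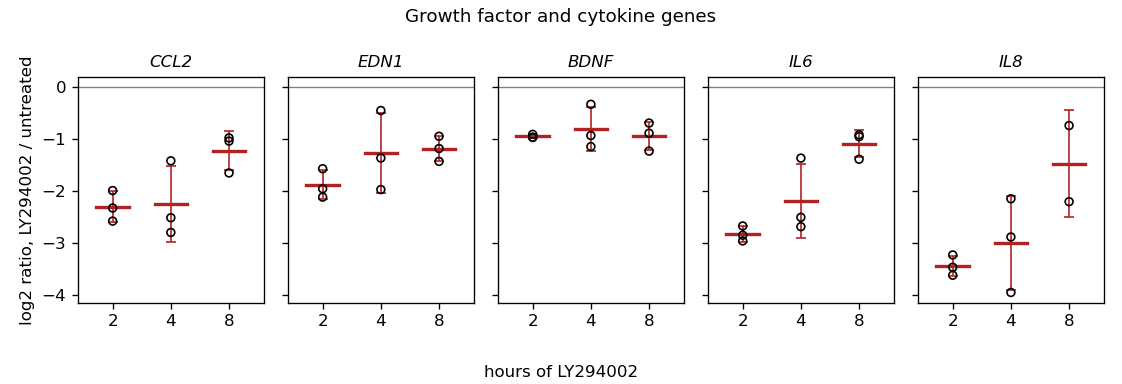
Log2 ratio of LY294002-treated over untreated cells (vertical axis) against hours of treatment (horizontal axis) for *CCL2*, *EDN1*, *BDNF*, *IL6* and *IL8*. Each point is 1 culture, the bar is the mean and the error bar the SD of 3 cultures (2 for *IL8* at 8 hours); the means at 2 hours lie between -3.44 and -0.94.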

The Gene Ontology (GO) database was used to further characterize the functions of the genes regulated by PI 3-kinase. The frequencies of the GO terms assigned to the PI 3-kinase-regulated set of genes were compared to the frequencies of all annotated genes on the microarray. Biological Process GO terms that were significantly enriched (*p *< 0.001) and identified in at least 15% of the GO-annotated genes that were either up- or down-regulated following 2 and 4 hours of inhibition of PI 3-kinase are indicated in Table 3. 

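At 8 hours 11122 named genes were tested, of which 114 were up-regulated and 110 down-regulated, and the enrichment of gene groups among them was tested with fixed lists instead of GO terms. Of 38 regulators of apoptosis, *BNIP3L*, which encodes a mitochondrial protein of the BCL2 family, and *PHLDA1* were up-regulated, where 0.389 were expected (one-sided Fisher's exact test, p = 0.0576, adjusted p = 0.0922), and 0 were down-regulated. The log2 ratio of *BNIP3L* was 1.37 ± 0.096 (SD, n = 3 cultures, adjusted p = 2.33e-06 from limma). Of 25 growth factors and cytokines, *BDNF*, *CCL2*, *CXCL12*, *EDN1* and *IL6* were down-regulated, where 0.247 were expected (one-sided Fisher's exact test, p = 3.92e-06, adjusted p = 1.57e-05). Without 8 h replicate 1 there were 3 (*BDNF*, *CXCL12* and *FGF2*; adjusted p = 0.00875), without 8 h replicate 2 only 2 (*BDNF* and *CXCL12*; adjusted p = 0.03), and without 8 h replicate 3 *CXCL12* alone, where the enrichment was lost (adjusted p = 0.236). Without the genes of Table 1, an alternative chosen after the values were seen, *CXCL12* and *IL6* were down-regulated (Fisher's exact test, adjusted p = 0.037). *CXCL12*, which encodes a chemokine, was at -1.48 ± 0.28 (adjusted p = 1.3e-05), against -0.062 ± 0.020 at 2 hours. *GDF15*, which encodes a growth differentiation factor, was the 1 growth factor up-regulated, at 1.62 ± 0.35 (adjusted p = 1.52e-05), where 0.256 were expected (one-sided Fisher's exact test, p = 0.227, adjusted p = 0.303). Tested as a whole by camera, the growth factors and cytokines were not called at 8 hours, when 3 rose and 7 fell (3 and 8 when adjusted over the list alone; adjusted p = 0.0701), and were called down with replicate number as a block (adjusted p = 0.0428; 0.494 with an estimated correlation and no block).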

The larger set of genes with altered expression after 8 hours of PI 3-kinase inhibition did not display enrichment of GO terms at this level of statistical significance. The up-regulated genes were enriched in GO categories related to development, differentiation, and response to stress, as well as in GO terms related to transcriptional regulation. These GO categories, particularly "response to stress", include such genes as *DDIT3/CHOP *[36] and *GADD45B *[37], and are consistent with the increased expression of genes involved in apoptosis and cell cycle arrest following inhibition of PI 3-kinase. The down-regulated genes were enriched in GO terms related to cell signaling and programmed cell death, consistent with the role of PI 3-kinase signaling in preventing apoptosis. These included genes encoding growth factors and cytokines as well as central negative regulators of apoptosis, such as *BIRC3/cIAP2 *[39] and the TRAIL decoy receptor, *TNFRSF11B*/*osteoprotogerin *[40].

**Table 3:** Summary of Gene Ontology (GO) term analysis.

GO ID	GO name	# Genes	% Genes	*p*-value
**Up-regulated Genes**				

GO:0032502	Developmental process	15	60	0.00002
GO:0048869	Cellular developmental process	12	48	0.00003
GO:0030154	Cell differentiation	12	48	0.00003
GO:0000122	Negative regulation of transcription from RNA polymerase II promoter	4	16	0.00007
GO:0045892	Negative regulation of transcription, DNA-dependent	4	16	0.00033
GO:0006366	Transcription from RNA polymerase II promoter	6	24	0.00064
GO:0006950	Response to stress	7	28	0.00068
GO:0050794	Regulation of cellular process	14	56	0.00087

**Down-regulated Genes**				

GO:0048519	Negative regulation of biological process	13	27	0.000040
GO:0007267	Cell-cell signaling	10	21	0.000040
GO:0007154	Cell communication	23	48	0.000077
GO:0012501	Programmed cell death	10	21	0.000083
GO:0048523	Negative regulation of cellular process	12	25	0.000085
GO:0007165	Signal transduction	21	44	0.000130
GO:0008219	Cell death	10	21	0.000134
GO:0016265	Death	10	21	0.000134
GO:0009887	Organ morphogenesis	7	15	0.000169
GO:0009605	Response to external stimulus	8	17	0.000432
GO:0042221	Response to chemical stimulus	7	15	0.000490
GO:0007166	Cell surface receptor linked signal transduction	12	25	0.000632
GO:0009653	Anatomical structure morphogenesis	10	21	0.000840

All GO terms in the Biological Process category that were significantly enriched [*p *≤ 0.001, Fisher's exact test [76]] amongst the genes changing expression after 2 and 4 hours of LY294002 treatment and were represented in at least 15% of the genes containing GO definitions are listed. The GO ID and name are shown along with the number and percentage of genes that are assigned this term.

### Prediction of Transcription Factor Binding Sites in PI 3-Kinase Regulated Genes

Co-expressed genes are often regulated by common transcription factors, therefore we analyzed the upstream regions of different sets of PI 3-kinase-regulated genes to identify over-represented transcription factor binding sites [26,30,44]. Predictions of functional transcription factor binding sites can be improved by incorporating phylogenetic data to identify sites that are evolutionarily conserved [45], so we focused on sites that were conserved in orthologous genomic regions of human and mouse. We independently analyzed the sets of genes that were either up- or down-regulated following PI 3-kinase inhibition, and also separately analyzed the genes that showed altered expression after 2 and 4 hours of PI 3-kinase inhibition and those that showed altered expression after 8 hours of PI 3-kinase inhibition. Regions 3 kb upstream of the transcription start sites in the human and corresponding mouse sequences were analyzed with the Match program using the minSUM threshold, and both the 546 vertebrate matrices in TRANSFAC Professional v8.4 and the 588 matrices in TRANSFAC Professional v11.1. Over-representation of transcription factor binding sites was assessed by comparing the frequency of predicted sites in each set of genes to the frequencies in a background set of genes that were expressed in proliferating T98G cells but not affected by PI 3-kinase inhibition (see Additional file 3 for complete results).

No significantly over-represented binding sites were identified in the sets of genes that were either up- or down-regulated following 8 hours of PI 3-kinase inhibition, perhaps because these large sets of genes are regulated by a diverse group of transcription factors or by other mechanisms, such as mRNA degradation. However, over-represented binding site matrices were identified in the sets of genes that were either up- or down-regulated after 2 and 4 hours of PI 3-kinase inhibition.

When the results from TRANSFAC v8.4 and v11.1 were combined, there were 9 matrices that were significantly over-represented in the up-regulated genes (Table 4). These included matrices for the forkhead family of transcription factors, as well as for Myc/Max and NF-Y. The most significant matrices represented forkhead family proteins, which together predicted binding sites in 82% of the up-regulated genes. The down-regulated genes were enriched in 4 matrices, 2 for NFκB and 2 for HMGI(Y). When the results from TRANSFAC v8.4 and v11.1 were combined, 27% of the genes had at least one NFκB binding site. The clear enrichment of forkhead and NFκB binding sites in the up- and down-regulated genes, respectively, as well as the fact that members of both of these families of transcription factors are known targets of Akt, led us to further investigate the roles of forkhead and NFκB in the transcriptional response of genes regulated by inhibition of PI 3-kinase.

**Table 4:** Over-represented transcription factor binding sites in genes that were differentially expressed after PI 3-kinase inhibition.

Transcription factor	TRANSFAC Matrix	TRANSFAC version	% Genes with site	*p*-value
**Up-regulated genes**				

Forkhead family members	V$FOXJ2_01	8.4	29	0.004
	V$HFH3_01	8.4	29	0.004
	V$FOXO1_01	8.4	46	0.007
	V$FOXO4_01	8.4	43	0.018
	V$HFH1_01	11.1	57	0.001
	V$FOXO1_01	11.1	71	0.004
	V$FOXO3_01	11.1	75	0.004
	V$FOXO1_02	11.1	71	0.006
	V$HFH8_01	11.1	57	0.009
	V$FOXJ2_01	11.1	43	0.016

Myc/Max	V$MYCMAX_B	8.4	39	0.013
	V$MYCMAX_B	11.1	39	0.009

NF-Y	V$NFY_Q6	11.1	46	0.010

**Down-regulated genes**				

NFκB	V$NFKAPPAB65_01	8.4	12	0.017
	V$NFKAPPAB_01	11.1	27	0.014

HMGI(Y)	V$HMGIY_Q6	11.1	80	0.014
	V$HMGIY_Q3	11.1	73	0.014

The 3 kb regions upstream of the transcription start sites in the human and mouse orthologous sequences were analyzed with the Match algorithm using the MinSUM threshold and both TRANSFAC v8.4 and v11.1 in order to identify over-represented matrices. *P*-values were calculated using the permutation test and adjusted for multiple testing by FDR correction. Significant matrices were those with *p *< 0.02 that predicted less than 1 match in 1 kb of sequence in the background set.

### Analysis of FOXO Regulation and Target Genes

The FOXO transcription factors are inhibited by Akt phosphorylation of Thr-24, Ser-256, and Ser-319 on FOXO1 and the equivalent sites on FOXO3 and FOXO4 [16]. Phosphorylation of these residues results in the binding of 14-3-3 proteins, which inhibits nuclear shuttling and transcriptional activity of the FOXOs. We investigated the expression of FOXO transcription factors in T98G cells and their response to PI 3-kinase inhibition by subcellular fractionation and immunoblotting (Fig. 3). FOXO1 and FOXO3a were expressed in T98G cells and were principally localized to the cytoplasm in cells maintained in serum (FOXO4 was not detectable, data not shown). Addition of LY294002 resulted in the nuclear accumulation of both FOXO1 and FOXO3a within 30 minutes, consistent with their involvement in the transcriptional response of T98G cells to PI 3-kinase inhibition.

**Figure 3:**
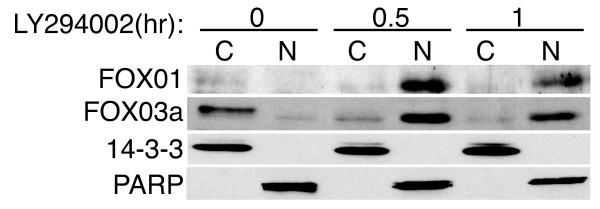
**Nuclear translocation of FOX01 and FOX03a upon LY294002 treatment**. T98G cells were fractionated into nuclear (N; ~2 μg protein) and cytosolic (C; ~25 μg protein) fractions following treatment with LY294002 for the indicated times. Samples were then immunoblotted for the presence of FOX01 and FOX03a. To confirm isolation of nuclear and cytosolic fractions, blots were reprobed with antibodies against PARP (nuclear marker) and 14-3-3 (cytosolic marker). The LY294002 vehicle (DMSO) showed no translocation (data not shown). Shown are representative blots from two independent experiments.

Chromatin immunoprecipitation (ChIP) assays were therefore used to test the predicted FOXO binding sites in genes that were induced upon PI 3-kinase inhibition. Exponentially growing T98G cells were transiently transfected with a plasmid expressing a Flag-tagged FOXO3a-AAA mutant [46] and immunoprecipitations of sheared chromatin were performed with Flag-antibody. The Flag-FOXO3a-AAA is a constitutively active mutant in which the three Akt phosphorylation sites have been mutated to alanines, resulting in its constitutive nuclear localization. ChIP assays were performed on three independent transfected cell cultures to test predicted FOXO binding sites upstream of 21 up-regulated genes (two open reading frames with predicted FOXO binding sites were not tested, *C1orf63 *and *C1orf183*, due to their hypothetical protein designation). Flag-FOXO3a-AAA specifically bound to upstream regions of 10 of these 21 genes, compared to cells transfected with empty vector or to the negative control gene *β-globin *(Fig. 4). These verified FOXO binding sites are indicated in Table 5 (see Additional file 4 for all sites tested). These 10 genes included 4 with previously established FOXO upstream binding sites [*CCNG2 *[46,47], *BTG1 *[48], *BCL-6 *[49,50] and *ATROGIN*-*1 *[51] as well as 6 genes not previously identified as having binding sites for FOXO (*ZBTB1*, *KIF1B*, *KLF6*, *KLHL24*, *DDIT3/CHOP *and *TXNIP*).

**Figure 4:**
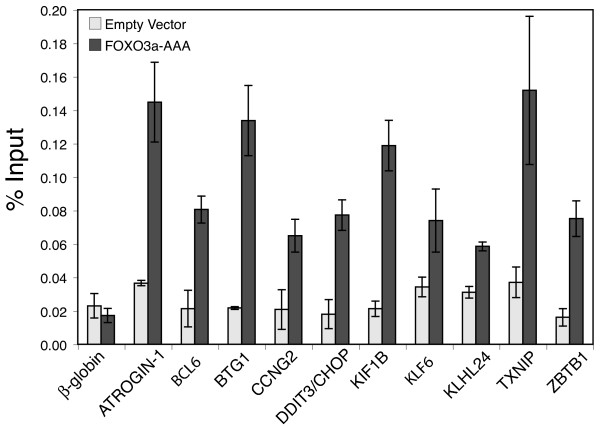
**Analysis of FOXO binding sites by chromatin immunoprecipitation**. T98G cells were transfected with an empty pcDNA3 control or Flag-FOXO3a-AAA expression vector for 24 hours. Chromatin fragments were immunoprecipitated with anti-Flag antibody and quantified by real-time PCR (see Additional file 4 for primers). Data are presented as percentage of input and are the means of 3 independent transfections ± S.E β-*globin *is a negative control. Immunoblots indicated that the expression of FOXO3a-AAA in transfected cells was 3–5 fold greater than the endogenous protein.

**Table 5:** FOXO binding sites confirmed by chromatin immunoprecipitation.

Gene	Binding site position	TRANSFAC 8.4	TRANSFAC 11.1	Primer Position
*ATROGIN-1*	-31		V$HFH8_01	-160
	-118	V$FOXO1_01	V$HFH1_01	
	-136	V$FOXO1_01	V$FOXO1_01	

*BCL6*	-837		V$HFH1_01	-1126
	-881		V$FOXO1_02	
	-991	V$FOXJ2_01	V$HFH1_01	
	-1419		V$HFH1_01	

*BTG1*	-213	V$FOXJ2_01	V$FOXO1_01	-254
	-220		V$HFH1_01	
	-496	V$FOXO1_01	V$HFH1_01	

*CCNG2*	-158	V$FOXO1_01	V$HFH1_01	-243
	-165		V$FOXO1_01	
	-469		V$FOXO1_01	
	-473	V$FOXO1_01	V$FOXO3_01	
	-483		V$FOXO1_01	

*DDIT3/CHOP*	-1544		V$FOXO1_01	-1973
	-1606		V$HFH1_01	
	-1830		V$FOXO1_02	
	-2069		V$FOXO1_01	

*K1F1B*	-673		V$FOXO1_01	-673

*KLF6*	-955	V$FOXO1_01	V$HFH1_01	-947
	-929	V$FOXO3_01		
	-887	V$FOXJ2_01	V$HFH1_01	

*KLHL24*	-14		V$FOXO3_01	-211
	-34		V$FOXO1_01	

*TXNIP*	-216	V$FOXO1_01	V$HFH1_01	-250

*ZBTB1*	-252		V$FOXO1_02	-263

The predicted FOXO binding sites that were confirmed by ChIP are indicated by the most 5' nucleotide. When multiple matrices predicted overlapping sites, the position indicates the most 5' nucleotide of the consensus sequence (see Additional file 4 for all sequences). The TRANSFAC matrices shown are those that predicted the indicated sites with the lowest *p*-values. ChIP assays were considered to confirm binding sites located within 500 bp of the primer position. Primer positions are indicated by the most 5' nucleotide of the forward primer; all amplicons were 50–60 bp.

### Analysis of NFκB Regulation and Target Genes

In contrast to the forkhead family, Akt indirectly activates NFκB transcription factors, at least in part by phosphorylation of IκB kinase (IKK) [19,20]. There are 5 different NFκB family members (p65, c-Rel, RelB, p50 and p52), which all bind to a similar consensus sequence and can be activated by several pathways that converge on IKK [52]. Because the majority of NFκB binding sites are occupied after stimulation with cytokines [53], we initially performed ChIP assays following treatment of T98G cells with tumor necrosis factor α (TNFα) to determine if p65 was able to bind to the sites predicted in the genes that were down-regulated upon PI 3-kinase inhibition. In addition to the sites predicted by the matrices indicated in Table 4, we tested conserved sites predicted by 7 additional NFκB matrices to ensure that most functional binding sites were identified. When all matrices were considered, 25 NFκB sites were predicted in a total of 20 of the down-regulated genes (See Additional file 4 for all sites).

TNFα activates NFκB through the canonical pathway, in which IKKβ phosphorylates IκB, which predominantly serves to activate the p50–p65 NFκB heterodimer. Cells treated with TNFα for 0.25, 0.5 or 1 hour were therefore analyzed by ChIP using anti-p65 antibody. Of the 25 predicted sites, 22 sites in 18 genes exhibited increased p65 binding in response to TNFα, which was significantly greater than binding to the β-*globin *negative control (Fig. 5). The binding sites (Table 6) included several that were previously known [*BIRC3/cIAP2 *[54], *CCL2 *[55], *CCND1 *[56], *EDN1 *site I [57], *F3 *site II [58], *GABPB2 *[53], *IL7R *site II [59], *MAT2A *site II [60], *PLAU *[61] and *PTX3 *[62], in addition to novel binding sites in genes known to be targeted by NFκB [*BDNF *[63], *EDN1 *site II, *F3 *site I, *IL7R *site I and *MAT2A *site I], as well as binding sites in novel NFκB-regulated genes (*AMIGO2*, *FST*, *G0S2*, *IGFBP5*, *RGS20*, *STC2 *and *TNFRSF11B/osteoprotegerin*). Note that some of these verified NFκB binding sites were predicted with either Transfac v8.4 or v11.1, but not both.

**Figure 5:**
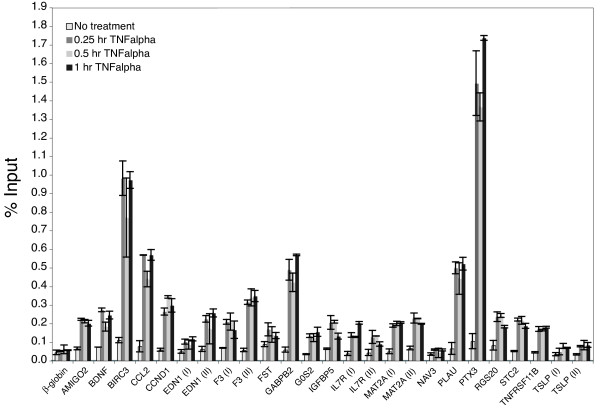
**Analysis of NFκB binding sites in TNFα-stimulated cells by chromatin immunoprecipitation**. T98G cells proliferating in serum-containing media were either left untreated or stimulated with TNFα for 15, 30 or 60 minutes. Chromatin fragments were immunoprecipitated with anti-p65 antibody and quantified by real-time PCR. Data are presented as the percentage of input and are the means of 2 independent experiments ± S.E. β-*globin *was used as the negative control.

**Table 6:** NFκB binding sites confirmed by chromatin immunoprecipitation.

Gene	Binding site position	TRANSFAC 8.4	TRANSFAC 11.1	Primer Position
*AMIGO2*	-721		V$NFKAPPAB_01	-795

*BDNF*	-223	V$CREL_01	V$NFKAPPAB_01	-586

*BIRC3/cIAP2*	-92	V$CREL_01		-75
	-115		V$NFKAPPAB65_01	
	-178	V$NFKAPPAB65_01	V$NFKAPPAB_01	

*CCL2*	-2602	V$NFKAPPAB65_01	V$NFKAPPAB_01	-2763
	-2631	V$NFKAPPAB_01	V$NFKAPPAB_01	
	-2804	V$CREL_01	V$NFKAPPAB_01	

*CCND1*	-698	V$CREL_01		-701

*EDN1*	-225 (II)	V$CREL_01		-241
	-293 (II)	V$CREL_01		
	-2263 (I)	V$CREL_01		-2252

*F3*	-188 (II)	V$NFKAPPAB65_01	V$CREL_01	-351
	-482 (II)	V$CREL_01	V$NFKAPPAB_01	
	-2373 (I)	V$NFKAPPAB65_01	V$NFKAPPAB_01	-2358

*FST*	-1335	V$CREL_01		-1341

*GABPB2*	-13	V$CREL_01		-145

*G0S2*	-1832	V$CREL_01		-1914

*IGFBP5*	-176		V$NFKAPPAB_01	-135

*IL7R*	-184 (II)		V$NFKB_C	-184
	-2348 (I)	V$NFKAPPAB65_01	V$NFKAPPAB_01	-2344

*MAT2A*	-343 (II)		V$NFKAPPAB_01	-312
	-1249 (I)	V$CREL_01		-1248

*PLAU*	-1598	V$CREL_01		-1942
	-1838		V$NFKAPPAB65_01	
	-1872	V$NFKAPPAB65_01	V$NFKAPPAB_01	

*PTX3*	-64	V$NFKAPPAB_01	V$NFKAPPAB_01	-147

*RGS20*	-179		V$NFKAPPAB_01	-345

*STC2*	-642		V$NFKAPPAB65_01	-587

*TNFRSF11B/osteoprotegerin*	-128	V$CREL_01		-258

The predicted NFκB binding sites that were confirmed by chromatin immunoprecipitation are indicated by the most 5' nucleotide. When multiple matrices predicted overlapping sites, the position indicates the most 5' nucleotide of the consensus sequence (see Additional file 4 for all sequences). Both over-represented (Table 4) and 7 additional (Additional file 4) NFκB matrices were used for the predictions. The TRANSFAC matrices shown are those that predicted the indicated sites with the lowest *p*-values. ChIP assays were considered to confirm binding sites located within 500 bp of the primer position. The site in the promoter region of *GABPB2 *was predicted using the alignment of the hg17 and mm5 genomes. Multiple binding sites for a gene are designated I and II, where appropriate. Primer positions are indicated by the most 5' nucleotide of the forward primer; all amplicons were 50–55 bp.

p65 did not show increased binding to any of the predicted sites in the absence of TNFα stimulation as compared to the *β-globin *control (Fig. 5), which was expected due to its sequestration in the cytoplasm by IκB proteins. However, other members of the NFκB family can be found in the nucleus of proliferating cells in the absence of cytokine stimulation. p50 and p52 do not bind IκB proteins but rather enter the nucleus following their generation from cleavage of larger precursors (p105 and p100, respectively). Both p50 and p52 lack activation domains, but p52-RelB heterodimers are also able to translocate into the nucleus and activate transcription of their target genes. In the non-canonical pathway of NFκB activation, IKKα phosphorylation of p100 results in its conversion to p52, which forms a transcriptionally active complex with RelB [52]. Since the non-canonical pathway is stimulated by Akt and can be active in the absence of cytokine stimulation [64], it might be responsible for NFκB activity in cells proliferating in serum growth factors.

We therefore performed ChIP assays to measure the basal levels of binding of several NFκB family members to the predicted NFκB binding sites in proliferating cells in the presence of serum. As was observed for p65 (see Fig. 5), c-Rel, which is also activated by the canonical pathway, did not bind to upstream regions of any of the genes (data not shown). In contrast, p50, p52 and RelB bound to the predicted sites in several genes, most strikingly *PTX3 *and *BIRC3/cIAP2 *(Fig. 6). RelB ChIP assays were performed on three independent cultures so that a statistical comparison could be made between the genes with predicted sites and the β-*globin *negative control. This analysis indicated significant binding (*p *< 0.05) of RelB to NFκB sites upstream of 7 genes in T98G cells maintained in serum, including known NFκB sites upstream of *BIRC3/cIAP2*, *CCL2*, *CCND1*, *GABPB2*, *MAT2A *(site II), *PLAU *and *PTX3*, and a novel site in *MAT2A *(site I).

**Figure 6:**
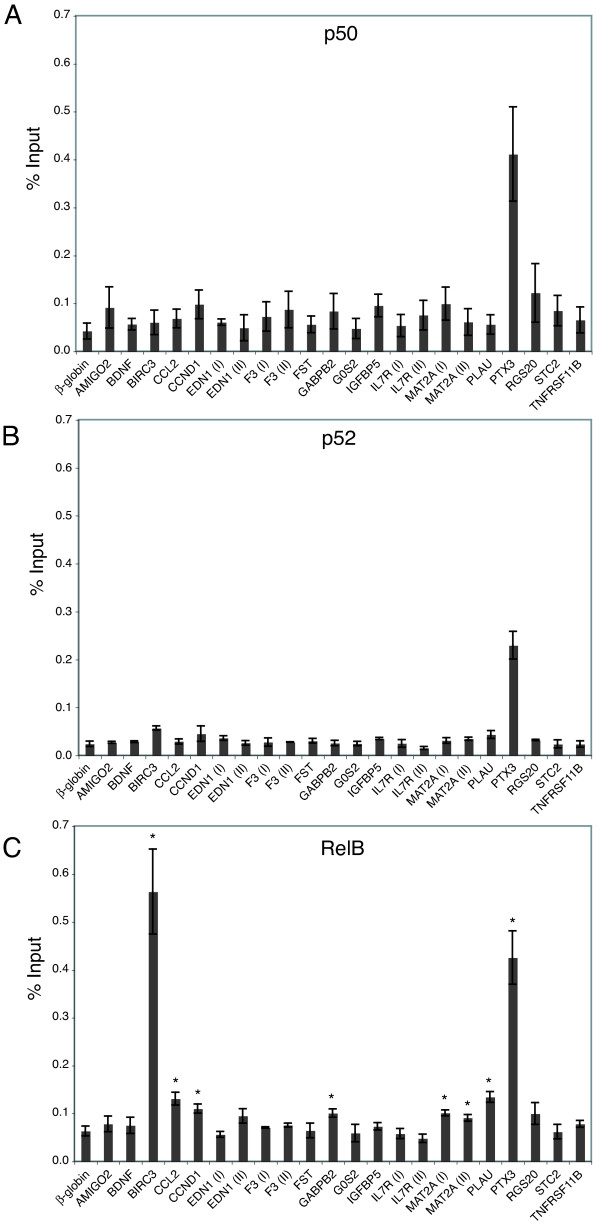
**Analysis of NFκB binding sites in proliferating cells by chromatin immunoprecipitation**. Chromatin fragments from proliferating T98G cells were immunoprecipitated with either anti-p50 (*A*), anti-p52 (*B*), or anti-RelB (*C*) antibody and quantified by real-time PCR. Data are presented as the percentage of input and are the means of 2 independent experiments with anti-p50 and anti-p52 or 3 independent experiments with anti-RelB ± S.E. β-*globin *was used as the negative control. In panel *C*, (*) represents statistically significant binding compared to *β-globin *(assessed by *t*-test).

Because RelB has a transactivation domain and the predicted sites occurred upstream of genes that were down-regulated in response to PI 3-kinase inhibition, we next sought to determine if RelB binding decreased in cells that were treated with LY294002 to inhibit PI 3-kinase. ChIP assays were performed in triplicate to measure RelB binding to the confirmed binding sites in the 7 genes mentioned previously (Fig. 7). Inhibition of PI 3-kinase led to a significant decrease in RelB binding (*p *< 0.05) to the sites in *BIRC3*, *CCL2 *and *PTX3*, consistent with PI 3-kinase regulation of these genes through the non-canonical NFκB pathway.

**Figure 7:**
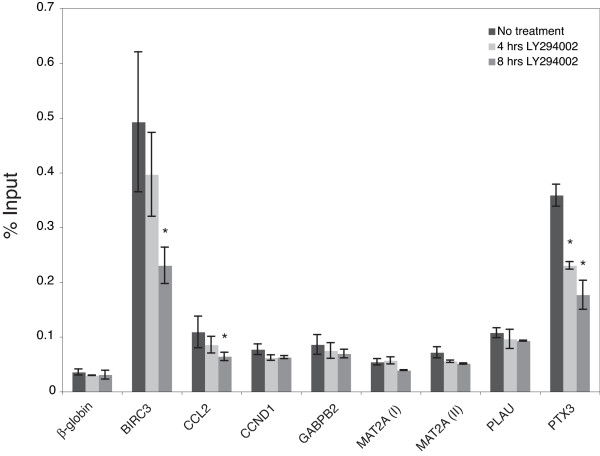
**PI 3-kinase inhibition causes a decrease in RelB binding**. T98G cells were either maintained in serum or treated with 50 μM LY294002 for 4 or 8 hours. Chromatin fragments were immunoprecipitated with anti-RelB antibody and quantified by real-time PCR. Data are presented as the percentage of input and are the means of 3 independent experiments ± S.E. β-*globin *was used as the negative control. (*) represents statistically significant loss of binding compared to the cells maintained in serum (assessed by *t *test).

## Discussion

The PI 3-kinase/Akt/GSK-3 signaling pathway plays a central role in regulation of growth factor-dependent proliferation and survival of mammalian cells, at least in part by transcriptional regulation. A number of transcription factors and target genes that are regulated by PI 3-kinase signaling have been studied on an individual basis. In addition, both we [26,30,44] and others [27-29] have used global expression profiling to investigate the overall program of gene regulation controlled by PI 3-kinase/Akt/GSK-3 signaling. These studies have focused on the response of quiescent cells to growth factor stimulation, which induces robust activation of PI 3-kinase, induction of immediate-early genes, and re-entry into the cell cycle. However, a lower level of continuous PI 3-kinase signaling is also required to maintain proliferation and survival of cells in the presence of serum growth factors. In the present study, we have therefore undertaken a global analysis of the transcriptional program that maintains cell survival and proliferation downstream of PI 3-kinase signaling in proliferating cells.

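Taken over 2 and 4 hours, 38 oligonucleotides were up-regulated and 47 were down-regulated at one time or both. Genes up-regulated at 4 and not at 2 hours included *MT1E*, which encodes a metallothionein, at a log2 ratio of 1.22 ± 0.28 (SD, n = 3 cultures, adjusted p = 0.000231 from limma) and 0.63 ± 0.12 at 2 hours, and *APOLD1*, which encodes an apolipoprotein L domain protein, at 1.09 ± 0.33 (adjusted p = 0.00112) and 0.62 ± 0.17 at 2 hours. *PNPLA8*, which encodes a phospholipase, was at 1.03 ± 0.23 (adjusted p = 0.000817) at 4 hours and 0.52 ± 0.32 at 2 hours. A gene down-regulated at 2 and not at 4 hours was *NXT1*, which encodes a factor of nuclear export, at -0.90 ± 0.085 (adjusted p = 0.000214), and -0.64 ± 0.15 at 4 hours. Down-regulated at 4 and not at 2 hours were *STC2*, which encodes stanniocalcin 2, at -1.23 ± 0.32 (adjusted p = 0.00254), and *PTX3*, which encodes pentraxin 3, at -1.29 ± 0.55 (adjusted p = 0.00174). At 2 hours *STC2* was at -0.89 (adjusted p = 0.0196) and *PTX3* at -0.999 (adjusted p = 0.0105). They were called at 2 hours in 6 and 12 planned settings. The calls of *STC2* and *PTX3* at 4 hours were lost without 4 h replicate 2 or 4 h replicate 3 (adjusted p up to 0.0276 and 0.014). That of *APOLD1* was lost without 4 h replicate 3 (adjusted p = 0.0117) and that of *NXT1* without 2 h replicate 3 (log2 ratio -0.856). Over both times the counts were 6 up and 19 down with each time fitted alone and 13 up and 17 down with no moderation, and 141 were down with Cy5 alone (173, and 83 up with Cy3, with the doubtful dye labels of 4 h and 8 h replicate 3 exchanged, chosen after the values were seen). No difference of these genes between 4 and 2 hours was called (lowest adjusted p 0.283, for *MT1E*).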

Inhibition of PI 3-kinase in actively proliferating T98G cells for 2 and 4 hours resulted in up-regulation of 32 genes and down-regulation of 53 genes. These gene expression changes occurred around the time at which apoptosis was first detected. Consistent with their involvement in apoptosis, the genes with altered expression following 2 and 4 hours of PI 3-kinase inhibition included growth factors and cytokines, as well as several well-known regulators of apoptosis (such as *DDIT3/CHOP*, *GADD45B*, *PHLDA1*, *BIRC3/cIAP2 *and *TNFRSF11B/osteoprotegerin*) and cell cycle progression (such as *CCNG2 *and *CCND1*). Functional classifications using the Gene Ontology database further indicated that these gene sets were enriched in terms related to cell stress and programmed cell death, as well as to cell signaling and transcriptional regulation. The numbers of up- and down-regulated genes both increased substantially, to a total of nearly 250 genes, after 8 hours of PI 3-kinase inhibition, probably reflecting a secondary transcriptional response. This larger set of genes was no longer significantly enriched in functional GO terms.

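Tested against 4 hours, 6 of 13990 oligonucleotides were higher and 2 lower at 8 hours at an adjusted p under 0.01 and a difference of at least 0.9, and tested against 2 hours 55 of 13938 were higher and 59 lower. *IRS2*, which encodes an insulin receptor substrate, was at 0.24 ± 0.17 (SD, n = 3 cultures) at 2 hours, 0.66 ± 0.026 at 4 hours and 1.62 ± 0.015 at 8 hours, and differed between 8 and 4 hours by 0.96 (standard error 0.085, adjusted p = 0.00217 from limma). *SRXN1* and *GCLM*, which encode enzymes of the antioxidant defense, were higher by 0.95 (adjusted p = 0.00229) and 0.91 (adjusted p = 0.00688) at 8 hours than at 4 hours. *NAMPT*, which encodes an enzyme of NAD synthesis, was higher by 0.94 (adjusted p = 0.00689). The 2 genes called lower at 8 hours than at 4 hours were *ANK3*, which encodes ankyrin G, by a difference of -0.99 (adjusted p = 0.00217), and *MCM6*, by -0.96 (adjusted p = 0.00217). Among the oligonucleotides called against 2 hours the largest rises were those of *IL6*, whose fall became smaller (difference 1.74, adjusted p = 0.00612), *DUSP4*, which encodes a phosphatase of MAP kinases (1.64, adjusted p = 0.00137), and *RAB9A*, which encodes a GTPase of endosomal transport (1.62, adjusted p = 0.000139). The largest falls among them were those of *CXCL12* (-1.42, adjusted p = 0.000814), *SLC16A9*, which encodes a monocarboxylate transporter (-1.40, adjusted p = 0.00376), and *ADAMTS1* (-1.39, adjusted p = 0.00659). The larger differences of *IL8* (1.97, adjusted p = 0.0478) and *DIO2* (-1.58, adjusted p = 0.0158) were not called. With each array scaled to the same spread 4 up and 0 down were called between 8 and 2 hours, and with no moderation 10 up and 15 down, and between 8 and 4 hours 0 were called in either setting. Without 4 h replicate 1, or without 8 h replicate 2, 0 oligonucleotides were called between 8 and 4 hours, without 8 h replicate 3 the count was 1 up and 0 down, without 4 h replicate 2 it was 0 up and 2 down, without 8 h replicate 1 it was 8 up and 10 down, and without 2 h replicate 1, 2 h replicate 2 or 2 h replicate 3 it was 2, 2 or 3 up and 2 down. Of the 9 fits that each left out 1 culture, the calls between 8 and 4 hours held in 5 for *IRS2* and for *SRXN1*, 6 for *ANK3* and for *MCM6*, 1 for *GCLM* and 0 for *NAMPT* (adjusted p up to 0.029), and those between 8 and 2 hours in 3 for *IL6* and for *ADAMTS1* and 5 for *SLC16A9*. Between 8 and 2 hours 36 oligonucleotides were higher without 2 h replicate 1, and 37, 33 and 37 were lower without 2 h replicate 2, 2 h replicate 3 and 8 h replicate 3.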

We compared the sets of genes with altered expression following 2 and 4 hours of PI 3-kinase inhibition to those identified by previous studies of the genes induced following 0.5–4 hours of growth factor simulation of quiescent T98G cells [26,44]. Only ~10% of the genes affected by inhibition of PI 3-kinase overlapped with either the total sets of immediate-early or delayed primary response genes, or with the subset of PI 3-kinase dependent immediate-early genes defined in these previous studies. Similar to the genes that were up-regulated following inhibition of PI 3-kinase, immediate-early genes induced in response to growth factor stimulation were enriched in GO terms related to transcriptional regulation [44]. However, the transcription factors induced as immediate-early genes by growth factor stimulation are different from those that are up-regulated in response to PI 3-kinase inhibition. The genes regulated by continuous PI 3-kinase signaling in proliferating cells were thus clearly distinct from the primary response genes induced by growth factor stimulation of quiescent cells.

We also compared the genes affected by PI 3-kinase inhibition with the genes identified in a recent study of the effects of mitogen withdrawal on gene expression in proliferating human fibroblasts [65]. In these experiments, primary fetal human lung fibroblasts were cultured in the presence of a low concentration of serum, IGF-1 and PDGF, and were growth-arrested by withdrawal of PDGF, which resulted in the entry of cells into G_0_; however, in contrast to our experiments, no significant increase in cells undergoing apoptosis was observed. This entry of cells into quiescence rather than apoptosis is consistent with the continued presence of low concentrations of serum and IGF-1 in the experiments of Coller *et al *[65], in contrast to the complete inhibition of PI 3-kinase in our studies. Comparing these two studies indicated that very little overlap exists between the genes regulated by inhibition of PI 3-kinase signaling and those regulated by 14 hours or 4 days of PDGF withdrawal. However, most of the overlapping genes, including *CCNG2, PLAU, BDNF*, and *FGF2*, and a number of non-overlapping genes regulated by mitogen withdrawal have been connected to the regulation of cell proliferation. Thus, there are functional overlaps in the genes regulated by PI 3-kinase inhibition and mitogen withdrawal, although they are clearly distinct gene sets as might be expected from the differences in treatments and their distinct effects on proliferation and apoptosis. We note that asynchronous cells were used in our study, and that similar analyses of synchronized cells might reveal PI 3-kinase regulation of distinct subsets or additional genes during specific stages of the cell cycle.

We have previously used computational analysis to identify transcription factor binding sites that are over-represented in promoter regions of immediate-early genes, including those regulated by PI 3-kinase signaling [26,30,44]. The transcription factors and families involved in regulation of these genes included CREB, SRF, FOXO and NFκB. We applied a similar analysis to the gene sets affected by inhibition of PI 3-kinase signaling in the present study. This revealed over-representation of phylogenetically conserved binding sites for FOXO and NFκB upstream of the genes that were up- and down-regulated, respectively, following 2 and 4 hours of PI 3-kinase inhibition. Many of the predicted FOXO and NFκB binding sites were confirmed by ChIP, indicating that the FOXO and NFκB transcription factors play major roles in the transcriptional response to PI 3-kinase inhibition. This is consistent with the established regulation of these transcription factors by PI 3-kinase/Akt signaling, which inhibits FOXO and promotes NFκB activity [16,19,20]. Since p53 is also a major target of PI 3-kinase/Akt signaling in control of cell proliferation and survival [12,13], we might have expected to similarly observe an over-representation of p53 binding sites. However, *p53 *is inactivated by mutation in T98G cells [66,67], accounting for its absence in the gene sets analyzed in our experiments.

In total, we identified FOXO and NFκB binding sites upstream of about one-third of the genes that were up- and down-regulated, respectively, by inhibition of PI 3-kinase. Since our computational predictions of transcription factor binding sites were limited to phylogenetically conserved sites in promoter regions, this may be an underestimate of the total fraction of PI 3-kinase regulated genes that are targeted by these transcription factors. In particular, additional genes may be regulated by FOXO or NFκB binding sites in enhancers rather than promoter sequences, or by sites that were not conserved in the mouse. Other genes may be regulated at the transcriptional level by other transcription factors (such as Myc/Max) or by non-transcriptional mechanisms, including regulation of mRNA decay [27].

Two members of the FOXO family (FOXO1 and 3a) were expressed in T98G cells and, as expected, both were activated in response to PI 3-kinase inhibition. In contrast, there are 5 members of the NFκB family (p65, c-Rel, RelB, p50 and p52), which can be activated by either the canonical or non-canonical pathways, both of which are stimulated by Akt [19,20,64,68-70]). We initially demonstrated binding of p65 to predicted NFκB sites following stimulation of the canonical pathway by TNFα. In unstimulated cells growing in the presence of serum however, only binding of p50, p52 and RelB was detected by ChIP, indicating that just the non-canonical pathway was active. Of these three family members, RelB is the main effector of this pathway, as it is the only one that contains a transactivation domain. Since the binding of RelB to promoters of down-regulated genes decreased following inhibition of PI 3-kinase, it appears that PI 3-kinase signaling regulates the non-canonical pathway of NFκB activation in proliferating cells.

The 10 genes identified as targets of FOXO and the 18 identified as targets of NFκB are summarized in Table 7. Binding sites for FOXO had been previously identified upstream of 4 of these genes, and new sites were identified upstream of 6 genes in the present study. Similarly, the 22 NFκB binding sites identified upstream of 18 genes included 10 that were previously known, 5 that were newly identified in genes previously known to be regulated by NFκB, and 7 upstream of new NFκB target genes identified in the present study. It is noteworthy that nearly half of the FOXO and NFκB target genes whose expression is altered in response to inhibition of PI 3-kinase are known to function as regulators of apoptosis, including the previously unrecognized FOXO targets *DDIT3/CHOP *and *TXNIP *and the NFκB targets *AMIGO2, BDNF, IGFBP5*, and *TNFRSF11B/osteoprotegerin*. 

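The genes of Table 7 were selected by the study on these cultures, so their changes are not independent evidence. Of the 10 FOXO targets of Table 7, 6 rose at 2 hours, 9 at 4 hours and 10 at 8 hours and 0 fell (9, 10 and 10 rose and 1, 0 and 0 fell when adjusted over the list alone; adjusted p of the list 1.55e-10, 7.91e-09 and 6.67e-07, and 0.048, 0.0709 and 0.104 with an estimated correlation). In the counts a gene rose where at least 1 of its oligonucleotides rose and none fell, and *KIF1B* is counted at 4 and 8 hours by one of 2, at 0.93 ± 0.36 (adjusted p = 0.00109) at 8 hours, while the other was at 0.082 ± 0.11 (adjusted p = 0.338). *TXNIP*, which encodes an inhibitor of thioredoxin, had a log2 ratio of 1.43 ± 0.21 (SD, n = 3 cultures, adjusted p = 0.000396 from limma) at 2 hours, 1.36 ± 0.33 at 4 hours and 1.36 ± 0.19 at 8 hours. *FBXO32* (*Atrogin-1* in the paper), which encodes a ubiquitin ligase, was at 0.87 ± 0.30, 1.06 ± 0.36 and 1.77 ± 0.30, and *ZBTB1*, which encodes a zinc finger repressor, was at 1.11 ± 0.32 (adjusted p = 0.0031) at 2 hours. Of the 17 measured NFκB targets of Table 7, 11 fell at 2 hours, 17 at 4 hours and 14 at 8 hours and 0 rose (15, 17 and 15 fell when adjusted over the list alone; adjusted p of the list 2.82e-19, 6.41e-17 and 6.37e-09, and 0.0285, 0.0556 and 0.0976 with an estimated correlation). *IGFBP5*, which encodes an insulin-like growth factor binding protein, was at -0.23 ± 0.076 (adjusted p = 0.462) at 2 hours, -0.92 ± 0.43 (adjusted p = 0.00404) at 4 hours and -1.34 ± 0.25 (adjusted p = 0.000124) at 8 hours, and its other oligonucleotide, with values in 2 cultures at 4 hours, gave -0.20 ± 0.25. *RGS20*, which encodes a regulator of G protein signaling, was at -0.94 ± 0.34 (adjusted p = 0.00151) at 4 hours. A list of FOXO targets from general knowledge, which shares *BCL6*, *BTG1*, *CCNG2* and *FBXO32* with Table 7, had 2 of 32 genes risen at 2 hours, 8 of 32 at 4 hours and 15 of 31 at 8 hours, and 0 fallen (7, 11 and 15 rose and 0, 1 and 0 fell when adjusted over the list alone). It was called up at all 3 times (adjusted p = 7.23e-06, 1.03e-05 and 8.44e-06), also with an estimated correlation (0.0285, 0.0434 and 0.0439). Without the shared genes, an alternative chosen after the values were seen, 0 of 28, 4 of 28 and 11 of 27 rose, and the list was called up (adjusted p = 0.00387, 0.00147 and 0.000712), with an estimated correlation at 2 hours only (0.048, 0.0558 and 0.0563). A list of NFκB targets from general knowledge, which shares *CCL2*, *F3*, *PLAU* and *PTX3* among the measured genes with Table 7, had 12 of 28 genes fallen at 2 hours, 11 of 32 at 4 hours and 9 of 27 at 8 hours, with 0, 0 and 1 risen (16, 14 and 9 fell when adjusted over the list alone). It was called down at all 3 times (adjusted p = 3.39e-17, 1.31e-11 and 0.000882; 0.0317, 0.0709 and 0.3 with an estimated correlation). Without the shared genes 9 of 24, 7 of 28 and 5 of 23 fell, and it was called down (adjusted p = 9.78e-12, 3.94e-08 and 0.0248; 0.0423, 0.0788 and 0.429 with an estimated correlation). *IRF1*, in this list and among interferon-stimulated genes, was at -0.67 ± 0.14 (adjusted p = 0.00194) at 2 hours and 0.13 ± 0.091 (adjusted p = 0.236) at 8 hours. Without 4 h replicate 2 the calls of *FBXO32*, *RGS20* and *IGFBP5* at 4 hours were lost, the first 2 also without 4 h replicate 3 (adjusted p up to 0.0274, 0.018 and 0.0118), and that of *ZBTB1* at 2 hours without 2 h replicate 2 or 2 h replicate 3 (adjusted p up to 0.023).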

The predominant functions of these PI 3-kinase regulated genes emphasize the critical role of PI 3-kinase/Akt regulation of the FOXO and NFκB transcription factors in maintaining cell survival.

**Table 7:** FOXO and NFκB regulated genes.

	Growth Factor/Receptor or Cytokine	Transcription	Proliferation	Apoptosis	References
**FOXO Target Genes**					

***ATROGIN-1***					[**51**]

***BCL6***		**+**		**+**	[**49, 50, **80]

***BTG1***			**+**		[**48, **81]

***CCNG2***			**+**		[41,**46, 47**]

*DDIT3/CHOP*		**+**	**+**	+	[36, 82]

*KIF1B*					

*KLF6*		**+**	**+**		[83]

*KLHL24*					

*TXNIP*				+	[84]

*ZBTB1*					

**NFκB Target Genes**					

*AMIGO2*				+	[85]

*BDNF*	**+**		**+**	+	[86]

***BIRC3/cIAP2***				**+**	[**54**, 87]

***CCL2***	**+**			**+**	[**55**, 88]

***CCND1***			**+**		[**56**]

***EDN1-site I***	**+**		**+**	**+**	[**57, **89, 90]

*EDN1-site II*	**+**		**+**	**+**	[89, 90]

*F3-site I*					

***F3-site II***					[**58**]

*FST*	**+**		**+**		[91]

*G0S2*			**+**		[92]

***GABPB2***					[**53**]

*IGFBP5*	**+**		**+**	**+**	[93, 94]

***IL7R-site II***	**+**		**+**	**+**	[**59**, 95]

*IL7R-site I*	**+**		**+**	**+**	[95]

*MAT2A-site I*					

***MAT2A-site II***					[**60**]

***PLAU***			**+**	**+**	[**61**, 96]

***PTX3***					[**62**]

*RGS20*					

*STC2*					

*TNFRSF11B/osteoprotegerin*				+	[40]

All PI 3-kinase regulated genes containing upstream binding sites for either FOXO or NFκB are listed. Genes containing a previously reported FOXO or NFκB binding site, and the relevant reference, are in bold. The biological activity of each gene, as it pertains to growth factor/receptor or cytokine, transcription, proliferation, and apoptosis, is indicated along with references for these activities.

## Conclusion

PI 3-kinase signaling in proliferating cells regulates a novel program of gene expression, which is distinct from that induced by growth factor stimulation of quiescent cells. The expression program controlled by continuous PI 3-kinase signaling in proliferating cells is enriched in genes that regulate cell survival and is mediated in large part by FOXO and RelB transcription factors.

## Methods

### Cell Culture and RNA Extraction

T98G human glioblastoma cells were grown in Minimal Essential Medium (Invitrogen) containing 10% fetal bovine serum (HyClone) and 100 units/ml of penicillin/streptomycin (Invitrogen). U937 cells were grown in RPMI 1640 (Cellgro) containing 10% fetal bovine serum (HyClone). For LY294002 treatments, T98G cells were plated at 2 × 10^6 ^cells per 150 mm plate or 8 × 10^5 ^cells per 100 mm plate and U937 cells at 3 × 10^6 ^cells per 25 cm flask. T98G cells were cultured for 48 hours and U937 cells for 24 hours, at which time they were actively proliferating with a doubling time of approximately 20 hours. LY294002 (Biomol) was added to a final concentration of 50 μM. Wortmannin (Biomol) was added to a final concentration of 50 nM. Culturing of cells for serum starvation and subsequent treatments with either PDGF-BB (50 ng/ml) or 20% serum were carried out as previously described [44].

### Apoptosis Assays

Apoptosis was assayed by DNA fragmentation and TUNEL staining as previously described [71].

### Immunoblot

Enriched cytosolic and nuclear fractions were isolated from normal growing T98G cells as described elsewhere [72]. Proteins were separated by electrophoresis in 8% or 12% SDS-polyacrylamide gels, electroblotted to polyvinylidene difluoride membranes (PerkinElmer), and immunoblotted with anti-phospho Akt (Cell Signaling 9271), pan-anti-Akt (Cell Signaling 9272), anti-FOXO3a (Upstate 07-702), anti-FOX01 (Santa Cruz sc-11350), anti-FOXO4 (Santa Cruz sc-5221), anti-PARP (poly (ADP-ribose) polymerase) (Cell Signaling 9542), and anti-14-3-3 (Upstate 06-511) as recommended by the manufacturer. The immunoblots were visualized using goat anti-rabbit or rabbit anti-goat horseradish peroxidase-linked secondary antibodies (Bio-Rad) and chemiluminescence (PerkinElmer). Densitometry was performed using IQMac v1.2 software (Molecular Dynamics, Sunnyvale, CA).

### Microarray Analysis

Microarray spotting, sample preparation, hybridization, image analysis and data analysis were performed as previously described [44]. Microarrays were spotted with 21,329 70-mer oligonucleotides from Operon's Human Genome Array-Ready Oligo Set Version 2.0. RNA for microarray experiments was extracted with TRIzol reagent (Invitrogen) followed by poly(A)+ RNA isolation with an Oligotex mRNA Midi Kit (Qiagen) according to each manufacturer's protocol. Microarrays were performed with three independent biological samples. Dye-swap, background-subtracted median intensity values were used as input to the LIMMA analysis package [73] in Bioconductor [74], and average LOESS-corrected log_2 _ratios were used to estimate differential gene expression after LY294002 treatment. Differentially expressed genes were those with a change in expression greater than or equal to 1.87 fold (Log_2 _0.9) relative to untreated samples and false discovery rate (FDR)-corrected [75] moderated *t*-test *p*-values less than 0.01.

### Real-time reverse transcription-polymerase chain reaction (RT-PCR)

Real-time RT-PCR was carried out as previously described on RNA samples isolated from either T98G cells or U937 cells treated with LY294002 for 4 hours [26].

### Gene Ontology Analysis

Gene Ontology (GO) terms were obtained using the web-based tool GOstat [76]. The genes that were either up- or down-regulated following 2 and 4 hours of PI 3-kinase inhibition were independently analyzed from the genes that were either up- or down-regulated following 8 hours of PI 3-kinase inhibition. Enrichment of GO categories was determined by comparing the terms associated with the differentially regulated genes to the terms associated with all genes on the array using a Fisher's exact test. Only genes annotated with at least 1 term were included in the analysis. Results were limited to the GO categories that were associated with at least 15% of the genes, with *p *< 0.001.

### Transcription Factor Binding Site Analysis

Over-representation of transcription factor binding sites in the upstream regions of genes that were differentially expressed in response to inhibition of PI 3-kinase was determined as previously described [26,30,44]. The genes that were either up- or down-regulated following 2 and 4 hours of PI 3-kinase inhibition were independently analyzed from the genes that were either up- or down-regulated following 8 hours of PI 3-kinase inhibition. The regions 3 kb upstream of transcription start sites in the human and the corresponding mouse orthologous sequences were analyzed with the Match program using the MinSUM threshold [77], and both the 548 vertebrate position weight matrices from TRANSFAC Professional version 8.4 and the 588 matrices from TRANSFAC version 11.1 [78]. Sequences and MULTIZ alignments were obtained from the University of California Santa Cruz Genome Browser (human version hg18, mouse version mm8) [79], which were available for 28 of the 32 up-regulated genes and for 48 of the 53 down-regulated genes. 

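Averaged over the 9 cultures, 1073 of 13795 oligonucleotides with values in at least 2 of 3 cultures at each time had a log2 ratio between -0.01 and 0.01, and these carry 848 gene symbols. Within single times, 1331 of 17039 oligonucleotides had a mean in this range at 2 hours, 1222 of 18579 at 4 hours and 736 of 14186 at 8 hours. Of these 1073 oligonucleotides, 0 were called up- or down-regulated at any time, and 11 had an adjusted p from limma under 0.01 at some time. The largest of the 3 time means of such an oligonucleotide had a median size of 0.0695.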

For each matrix, a permutation test was used to compare the frequencies of the predicted sites in the differentially expressed gene set to the frequencies of the predicted sites in a background set of 662 genes that were expressed but did not change expression upon PI 3-kinase inhibition (average log_2 _ratios between -0.01 and 0.01). *P*-values were FDR-corrected to adjust for multiple testing [75].

### Flag-FOXO3a-AAA Chromatin Immunoprecipitations

T98G cells were plated at 4 × 10^5 ^cells per 100 mm plate in complete media 24 hours before transfection. TransIT (Mirus Bio) reagent was used to transfect 8 μg of either pcDNA3 (Invitrogen) or pcDNA3-Flag-FOXO3a-AAA [Addgene plasmid 10709, provided by Dr. William R. Sellers [46]], as recommended by the manufacturer. 24 hours after transfection 3 identical plates were harvested and ChIP assays were performed as previously described [30] except that chromatin was immunoprecipitated overnight at 4°C using 10 μg of anti-M5-Flag (Sigma F4042) antibody and Protein G agarose beads (Upstate). Protein G agarose beads were washed successively in low salt wash, high salt wash, LiCl wash and twice in 1xTE. Immunoprecipitated chromatin was quantified with real-time PCR using primers designed within 250 bp of the predicted transcription factor binding sites.

### NFκB Chromatin Immunoprecipitations

For treatment with TNFα, T98G cells were plated at 8 × 10^5 ^cells per 100 mm plate in complete media 48 hours before treatment. Cells were then either left untreated, or treated with 20 μg/ml of TNFα (R & D Systems) for 0.25, 0.5 or 1 hour. For experiments using unstimulated cells, T98G cells were plated at 2 × 10^6 ^cells per 150 mm plate, and ChIP assays performed 48 hours after plating. When indicated, cells were treated with 50 μM LY294002 for 4 or 8 hours. ChIP assays were performed as previously described [30], except that either 5 μg of p65 antibody, c-Rel antibody, p50 antibody, RelB antibody (Santa Cruz Biotechnology, sc-372, sc-71, sc-114, sc-226), or 5 μl of p52 antibody (Upstate, 06-413) was used for the immunoprecipitations. Protein A agarose beads were washed successively in low salt wash, high salt wash, LiCl wash and twice in 1xTE. Immunoprecipitated chromatin was quantified by real-time PCR using primers that were located within 320 bp of the predicted binding site.

## Authors' contributions

JT and JRG contributed equally to all aspects of the study, JWT contributed to the overall study design and experimental analysis of FOXO activation, KWA to analysis of apoptosis following PI 3-kinase inhibition, MES to analysis of the microarray data, and GMC to conception and analysis of the study. JT, JRG, and GMC were primarily responsible for preparation of the manuscript, with critical comments and revisions from MES and JWT. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Expression changes arising after 2, 4, and 8 hours of PI 3-kinase inhibition Click here for file

Additional file 2 Effects of LY294002 and wortmannin on gene expression Click here for file

Additional file 3 TRANSFAC matrices tested for over-representation in the genes that were differentially expressed after 2 and 4 hours of PI 3-kinase inhibition Click here for file

Additional file 4 Predicted FOXO and NFκB binding sites in the genes that were either up- or down-regulated after PI 3-kinase inhibition Click here for file

# Supplementary material for: Phosphatidylinositol 3-kinase signaling in proliferating cells maintains an anti-apoptotic transcriptional program mediated by inhibition of FOXO and non-canonical activation of NFκB transcription factors
**Source:** BMC Cell Biol. 2008 Jan 28;9:6. doi: 10.1186/1471-2121-9-6

**Additional File 2** - Effects of LY294002 and wortmannin on gene expression

Proliferating T98G cells were treated with either 50  $\mu$ M LY294002 or 50 nM wortmannin for 4 hours. *A*, Gene expression was quantitated by RT-PCR. Data are expressed as average fold changes from two independent experiments. *B*, Whole cell extracts were subjected to SDS-PAGE and immunoblotted with antiphospho Akt. Extracts of untreated cells were diluted 1/5 and 1/10 for comparison with undiluted extracts of LY294002 and wortmannin treated cells

**A**

|                      | Fold change |            |
|----------------------|-------------|------------|
|                      | LY294002    | Wortmannin |
| Up-regulated genes   |             |            |
| <i>ATROGIN-1</i>     | 3.5         | 3.6        |
| <i>BCL6</i>          | 3.0         | 2.2        |
| <i>BTG1</i>          | 8.2         | 4.1        |
| <i>CCNG2</i>         | 2.4         | 3.0        |
| <i>DDIT3/CHOP</i>    | 2.2         | 0.7        |
| <i>IRF7</i>          | 3.6         | 1.2        |
| <i>SAT1</i>          | 2.0         | 1.4        |
| <i>TXNIP</i>         | 3.4         | 1.9        |
| Down-regulated genes |             |            |
| <i>BIRC3/cIAP2</i>   | 11.3        | 2.5        |
| <i>CCL2</i>          | 17.1        | 1.8        |
| <i>CCND1</i>         | 6.1         | 4.4        |
| <i>DCK</i>           | 1.8         | 1.3        |
| <i>DSCR-1</i>        | 2.8         | 2.1        |
| <i>EDN1</i>          | 39.5        | 14.3       |
| <i>G0S2</i>          | 7.8         | 3.4        |
| <i>PLAU</i>          | 3.0         | 2.2        |
| <i>PTX3</i>          | 5.6         | 4.6        |
| <i>TNFRSF11b/OPG</i> | 3.6         | 1.1        |

**B**

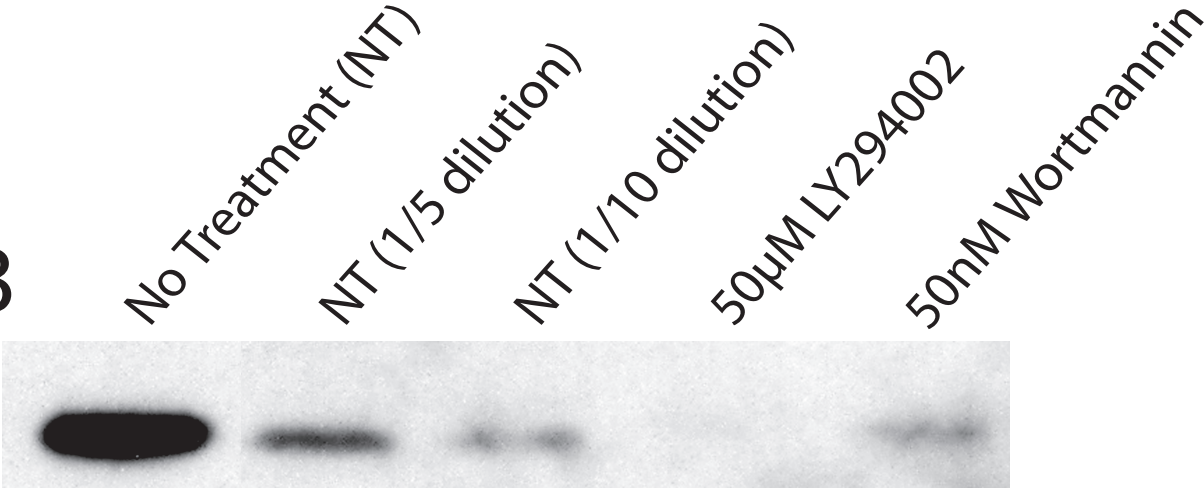

**Supplement:** Additional file 2 — Effects of LY294002 and wortmannin on gene expression

How the deposited data were processed for this re-analysis (not part of the article)

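Proliferating T98G human glioblastoma cells treated with 50 μM LY294002 for 2, 4 or 8 hours were compared with untreated cells on arrays of 70-mer oligonucleotides read in 2 colors. There were 3 cultures at each time and 2 arrays per culture with the dyes swapped, 18 arrays in all. According to the authors, background-subtracted median intensities were the input to limma (version not given), and the deposited values are log2 ratios of treated over untreated cells, LOESS-corrected within each array. The values of the dye-swapped arrays are already turned to treated over untreated, which was checked against the mean log2 ratios in Additional file 1. The authors state no scaling between arrays and do not say why spots are blank on some arrays. Raw intensities were not read, so the background and the signal of single spots could not be weighed.

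All further steps used limma 3.58.1 in R 4.3.3. The dye-swapped arrays of a culture were averaged to 1 value, with the value of 1 array taken where the other was blank, so the replicates are the 9 cultures. The number of spots with a value was 18649, 16483 and 14984 in the 3 cultures at 2 hours, 20157, 18791 and 11275 at 4 hours, and 15523, 15373 and 11452 at 8 hours. The cultures entered 1 linear model with time as the factor and moderated variances, and an oligonucleotide was tested at a time with values in at least 2 of 3 cultures. The null hypothesis at each time was a log2 ratio of 0, and differences between times were contrasts of the same fit, with Benjamini-Hochberg adjustment within each time or contrast. A call needs an adjusted p under 0.01 and a mean log2 ratio or difference of at least 0.9 in size, the thresholds of the paper's methods. The median SD between cultures was 0.0608 at 2 hours, 0.101 at 4 hours and 0.114 at 8 hours on the log2 scale, over 9529 oligonucleotides with a value in every culture. On simulated data, 42%, 56% and 42% of the oligonucleotides changed by 0.9 were called at 2, 4 and 8 hours, 98% of those changed by 1.2 and 100% of those changed by 1.5 or 2, with 50 changed oligonucleotides of each size. Among 30 simulated gene lists, 6 of 6 shifted by 0.3 on the log2 scale were called at each of the 3 times and 0 of the unshifted ones.

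Gene symbols came from the platform's annotation, with present names from a RefSeq gene table. Of the spots, 17571 carry 1 symbol, 172 several and 9137 none, and spots with several symbols or none were counted and not named. For a gene that the paper names and that has several oligonucleotides, values are of the one with the accession of Additional file 1, otherwise of the one with the most values, unless both are given. In the counts of a list each tested oligonucleotide was used, a gene rose or fell where at least 1 of its oligonucleotides did and none went the other way, and a member is named by the one with the largest change that passed. The list tests used every oligonucleotide of a gene with a value in all cultures. The genes named are those the paper names as regulated, and at each time the 10 largest rises and the 10 largest falls among called oligonucleotides that changed the same way in all 3 cultures. To these come the 5 largest rises and falls called between times, and at most 4 members of each list and time that pass the test. Mean log2 ratios of Additional file 1 were seen before this rule was written. Each of 34 lists of genes was compared with all other genes by camera of limma at a preset correlation of 0.01, over oligonucleotides with a value in every culture, and called at an adjusted p under 0.05. Of the lists, 32 had at least 5 such genes and were tested, and the metallothioneins and haematopoietic markers were counted and not tested. A camera test with an estimated correlation and the rotation test fry of limma were run beside it. Regulators of apoptosis, and growth factors and cytokines, were tested for enrichment among called genes by one-sided Fisher's exact tests, 8 in all. The array values of genes with RT-PCR values in Additional file 1 were set beside them without a test.

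Replicate numbers are not stated to mark a shared day or culture, so the main model has no block. The residuals of cultures with the same number correlated at 0.199, 0.12 and 0.281 between 2 and 4 hours, and at 0.331, 0.119 and 0.46 between 4 and 8 hours, and at 0.106, -0.0294 and 0.245 between 2 and 8 hours, and a fit with the replicate number as a block was run as an alternative. The other alternatives changed the treatment of the dye swap, the samples that share the spread, the number of cultures needed, the scaling between arrays, the moderation, the adjustment, the thresholds, the averaging per gene, the list test, the background of the enrichment tests and the culture left out. Of the settings, 27 were planned and 5 were added after the values were seen, as were tests of lists and of enrichment without the genes of Table 1 or Table 7. The genes *BIRC3*, *NTF3*, *PTRH2*, *IER3*, *RNU2*, *LOC85028* and *LOC57090* have no named spot and were not analyzed. The paper's binding site searches, promoter alignments, chromatin immunoprecipitation and GO term tests need other data than the array values and were not repeated.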

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

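The 2 tests of the dye labels, the test of the scale of the arrays, the test of the TGF-β and BMP response without 4 genes, and the choice of the 7 lists and 5 genes set out here were made only after the values were seen.

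By a test of the difference itself, the effect of LY294002 differed between 8 and 4 hours for 6 oligonucleotides higher and 2 lower at 8 hours, and between 8 and 2 hours for 55 higher and 59 lower. The 6 cultures of 2 times can be split in 10 ways, which is too few for a share under 0.05. The count was 8 for 8 against 4 hours and 114 for 8 against 2 hours, with 0 as the highest of the other splits (1 split as large in each, the real one), and 0 for 4 against 2 hours, where 10 splits gave as many. These counts changed when single cultures were left out, to as few as 0 between 8 and 4 hours without 4 h replicate 1 or 8 h replicate 2. With each array scaled to the same spread they were 4 up and 0 down between 8 and 2 hours and 0 up and 0 down between 8 and 4 hours.

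More oligonucleotides were called at 8 hours than at 2 hours. A smaller spread at 8 hours is argued against, since the median SD between cultures was 1.88 times that at 2 hours, and so are different oligonucleotides tested, since 6.17 times as many were called among those with a value in every culture (222 against 36). The SD of the mean log2 ratios, with the error variance removed, was 1.82 times as large at 8 hours, as larger changes at the later time would give. With each array scaled to the same spread the counts were 33 up and 44 down at 2 hours and 54 up and 58 down at 8 hours, a setting that would also remove a general growth of the changes. Whether a larger scale of the arrays at 8 hours is the whole cause could not be decided. Oligonucleotides called at 8 hours without 1 of the 8 h cultures had in that culture 3.19, 4.13 and 4.21 times their median change at 2 hours (replicates 1 to 3; 95% bootstrap intervals from 2.88, 3.67 and 3.68 up), where the scale of these cultures was 1.52, 1.9 and 2.11 times that at 2 hours. These oligonucleotides were chosen for large changes at 8 hours, so their ratio can exceed the scale whatever the cause. Those called at 2 hours had a median of 1.09 (up) and -1.44 (down) then, and 1.23 and -1.06 at 8 hours. Their choice at 2 hours can lower the ratio in the same way. The mean log2 ratios at 2 and 8 hours correlated at 0.6 with the error variance removed. The changes at 8 hours are thus not those at 2 hours enlarged by 1 factor. A scale difference as a cause of the larger count stays open. A candidate explanation is that further genes change with the time of treatment, which remains a hypothesis from the same data.

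The difference between the dyes ran the other way in 2 culture pairs, 4 h replicate 3 and 8 h replicate 3. Ratios turned the wrong way are argued against, since the pair means correlated at 0.785 and 0.862 with the other cultures of their time. Dye labels exchanged within these pairs may explain it: the dye difference correlated at -0.38 and -0.41 with that of the other 7 pairs, and at 0.905 between these 2. Averaging the arrays of a pair gives the same mean whichever label is right, and no biological explanation was tested. With these 2 cultures both left out, 13 up and 21 down were called at 4 hours.

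*ID1*, *ID2B*, *KLF10* and *GADD45B* were called up at 2 and not at 4 hours. A rise of immediate-early genes in general stays open: the list, with 20 genes and none of the 4 among its tested oligonucleotides, had a median log2 ratio of 0.17 at 2 hours and went both ways (camera, adjusted p = 0.283). A rise of TGF-β and BMP response genes stays open too: without the 4 genes, the 6 genes with a value in every culture had a median of 0.18 (camera, adjusted p = 0.00159), but of the 9 genes tested at 2 hours *CTGF* rose and *FST*, which the camera test leaves out, fell. *CTGF* stayed up, at 1.21, 1.55 and 1.85 at 2, 4 and 8 hours, unlike the 4 genes. The difference between 4 and 2 hours was called for *ID1* and *KLF10* in 5 settings, among them separate arrays and a dye effect. In the same 5 settings *GADD45B* had adjusted p of 2.69e-05 to 0.00536 and missed only the size of 0.9 (difference -0.854). All but the joint adjustment over the 3 times use single arrays, and the 2 arrays of a culture carry the same RNA. In the reported fit the difference was called for none of the 4 genes, so its test depends on the setting. No technical explanation was tested for these genes.

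Outside the gene groups that the paper discusses, 7 lists were called at 8 hours by camera. DNA replication was called down (adjusted p = 9.6e-13; 0.0507 with an estimated correlation), with a median gene at -0.53 on the log2 scale. Ribosome biogenesis was called down (adjusted p = 3.81e-08; 0.017 with an estimated correlation; median gene -0.38). Ribosomal proteins and translation factors were called up (adjusted p = 2.11e-06; 0.0507 with an estimated correlation; median gene 0.18). Heat shock chaperones were called down (adjusted p = 2.48e-07; 0.104 with an estimated correlation; median gene -0.54). Genes of cholesterol and fatty acid synthesis were called down (adjusted p = 0.000486; 0.145 with an estimated correlation; median gene -0.26). Autophagy and the lysosome were called up (adjusted p = 1.95e-05; 0.083 with an estimated correlation; median gene 0.27). Splicing factors were called down (adjusted p = 0.00248; 0.194 with an estimated correlation; median gene -0.17).

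Of the 10 largest rises and the 10 largest falls called at 2 hours with the same direction in 3 of 3 cultures, 5 are of named genes that Additional file 1 does not list. Among all calls at 2 hours there are 7 such genes, the others being *H4C4*, up, and *XAGE2*, down, which are named here after their values were seen. The mean log2 ratio was 1.12 for *H1-10*, 1.105 for *H2AC18* (adjusted p = 0.00131) and 1.455 for *H2AC6*. It was -2.823 for *IL6* and -3.435 for *IL8*. Poly(A)+ RNA was hybridized, so the values of the histone genes need not stand for all histone mRNA. The calls of *H1-10*, *H2AC18*, *H2AC6* and *IL8* were lost without 2 h replicate 2 or 2 h replicate 3 (*H2AC18*: adjusted p up to 0.0168), and that of *IL6* held in all 9 fits that left out 1 culture.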

How the results depend on the processing

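The fit with exchanged dyes, the fit without the 4 h and 8 h replicate 3 cultures, the single-dye fits with exchanged labels, and the fit of separate arrays at each time alone with at least 1 culture were chosen only after the values were seen, as were the tests without the genes of Table 1 or Table 7. No call of a named gene and none of the 47 calls of lists reversed in a setting in which it was evaluated, whereas 3 list results that were not called changed direction with fry: polyamine and methionine metabolism and epithelial markers at 4 hours, and the extracellular matrix at 2 hours. Counts within 1.5 times the reported one are left out below, and the cause of the other changes was not tested unless the setting itself gives it. Between 8 and 4 hours up and down, and between 4 and 2 hours down, the counts were 13, 5 and 3 with the 18 arrays as separate observations, 14, 7 and 5 with the pair as a random block, 14, 6 and 4 with a dye effect, and 13, 6 and 5 with the dyes of the 2 doubtful pairs exchanged. The treated sample in Cy5 alone gave 108 down at 2 hours, 73 down at 4 hours, 141 down at either time, 40 down at both, and 0 up and 0 down between 8 and 4 hours. Cy3 alone gave 2 up and 1 down between 8 and 4 hours, 34 down between 8 and 2 hours and 11 down at both 2 and 4 hours. These sets rest on the dye labels of 4 h and 8 h replicate 3, and with those exchanged Cy5 alone gave 119 down at 2 hours, 99 down at 4 hours, 173 down at either time, 45 down at both, and 0 up and 0 down between 8 and 4 hours, and Cy3 alone 56 up at 2 hours, 47 up at 4 hours, 83 up at either, 20 up at both and 5 down between 8 and 4 hours. With each time fitted alone, where fewer samples share the spread, the counts were 0 up and 4 down at 2 hours, 6 up and 15 down at 4 hours, 6 up and 19 down at either and 0 up and 0 down at both. With each array scaled to the same spread they were 44 down at 2 hours, 54 up and 58 down at 8 hours, 0 up and 0 down between 8 and 4 hours, and 4 up and 0 down between 8 and 2 hours. With no moderation they were 3 up and 2 down at 2 hours, 13 up and 16 down at 4 hours, 13 up and 17 down at either, 3 up and 1 down at both, 0 up and 0 down between 8 and 4 hours, and 10 up and 15 down between 8 and 2 hours. Adjustment over the 3 times together gave 2 down between 4 and 2 hours and 4 down between 8 and 4 hours, and an adjusted p under 0.05 gave 12 up and 5 down between 8 and 4 hours. With no minimum size, a wider criterion, the counts were 69 up and 179 down at 2 hours, 263 up and 404 down at 4 hours, 1372 up and 1363 down at 8 hours, 283 up and 482 down at 2 or 4 hours, 49 up and 101 down at both, 26 up and 15 down between 8 and 4 hours, and 319 up and 275 down between 8 and 2 hours. The replicate number as a block gave 38 down at 2 hours. Without the 4 h and 8 h replicate 3 cultures, which leaves fewer samples, there were 13 up and 21 down at 4 hours, 7 up and 8 down at both 2 and 4 hours, 0 up and 0 down between 8 and 4 hours, and 32 up and 28 down between 8 and 2 hours. Where all 3 cultures of a time were needed, 669 of 9529 oligonucleotides had an average between -0.01 and 0.01, fewer because fewer oligonucleotides qualify. With 1 culture left out at a time, the counts up and down ran from 7 to 22 and 11 to 25 at 2 hours, 20 to 39 and 23 to 65 at 4 hours, 99 to 137 and 94 to 163 at 8 hours, 29 to 47 and 34 to 70 at 2 or 4 hours, and 5 to 13 and 8 to 20 at both. Between 8 and 4 hours they ran from 0 to 8 and 0 to 10, between 8 and 2 hours from 36 to 57 and 33 to 76, and between 4 and 2 hours they stayed at 0. Lists called up and down numbered 9 and 7 at 2 hours, 6 and 9 at 4 hours, and 7 and 9 at 8 hours. With an estimated correlation they were 5 and 4, 1 and 1, and 1 and 1, so that 13 of 47 calls were kept, while fry kept 46 and called 11 lists up and 15 down at 8 hours. The replicate block and median centring kept 47 of 47, the block also calling growth factors and cytokines down at 8 hours (adjusted p = 0.0428), and leaving out 1 culture kept 45 to 47, with 7 to 10 up and 6 to 8 down at 2 hours, 6 to 7 and 7 to 9 at 4 hours, and 6 to 7 and 9 to 10 at 8 hours. Of 235 calls of named genes, 234 were kept with separate arrays, 234 with the block, 203 with Cy5 alone, 148 with scaled arrays and 120 with no moderation, 183 of 232 with Cy3 alone, 109 of 189 with each time alone, and 190 to 222 of 231 to 235 with 1 culture left out. The enrichment tests kept their side of the threshold with all 14946 named genes as background, and with 1 culture left out all did except those of apoptosis regulators down at 2 or 4 hours, lost without 4 h replicate 2 (adjusted p = 0.148), and of growth factors and cytokines down at 8 hours, lost without 8 h replicate 3 (0.236). Without the genes of Table 1 no called apoptosis regulator was left at 2 or 4 hours (0 genes up and 0 down). All those called are in Table 1, so this outcome was fixed and does not test the enrichment. The enrichment of growth factors and cytokines down was kept by Fisher's exact test (adjusted p = 0.000316 at 2 or 4 hours and 0.037 at 8 hours). The FOXO and NFκB target lists from general knowledge kept their calls at the preset correlation at all 3 times without the genes shared with Table 7. The signal over background of single spots cannot be read from ratios, and blank spots limit the tests to 17039 of 26880 spots at 2 hours, 18579 at 4 hours and 14186 at 8 hours.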

Differences from the paper's values

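The fit of separate arrays at each time alone with at least 1 culture, the fits with exchanged dyes and the fit without the 4 h and 8 h replicate 3 cultures were chosen only after the values were seen, as was the omission of the entry of Additional file 1 whose symbol and accession name *IGFBP3* and *IGFBP5*.

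The paper's background set holds 662 genes with an average log2 ratio between -0.01 and 0.01, and 1073 oligonucleotides, with 848 gene symbols, lay in this range over the 9 cultures. The units are unlike: as oligonucleotides the count is over 1.5 times the paper's, and as gene symbols it is not. Of the alternatives set before the data were examined, the one that needs all 3 cultures at each time gave 669 oligonucleotides (569 symbols), within 1.5 times in both units, and the mean over 2 and 4 hours only gave 1237 (940 symbols), within 1.5 times as symbols and not as oligonucleotides.

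At the paper's thresholds, 23 results of genes in Additional file 1 that pass there were not called here, and 295 were called. At 2 hours all 6 are falls in the paper, and here *GPR19* was at -1.18 (adjusted p = 0.0236), *PTX3* at -0.999 (0.0105), *SC4MOL* at -0.998 (0.0121), *PLK2* at -0.90 (0.0126), *STC2* at -0.89 (0.0196) and *TSLP* at -1.09 (0.0322). At 4 hours *FGF2* was at -0.93 (adjusted p = 0.0206), *ISG20L1* at -1.14 (0.0162) and *MMP3* at -0.98 (0.039), all falls in the paper, and *DCK* and *GRIK1*, with a value in 1 culture, were not tested. At 8 hours *CYP1B1*, with values in 2 cultures, was at -1.03 (adjusted p = 0.0104), and *ATP1B1* at -0.89 (0.00131), *EPOR* at -0.89 (0.000699), *ELOC* at -0.84 (0.000498) and *TXNRD2* at -0.89 (2.19e-05) fell by less than 0.9. *CEBPD*, *DUSP6*, *CDA* and *HSPB8* had a value in 1 culture at 8 hours and *SFRS7* in none. *PMS2P1*, up in the paper, was at -0.066 at 8 hours (adjusted p = 0.349), and *DLEU2*, down in the paper, was at 0.18 (adjusted p = 0.0112), each by an oligonucleotide matched by gene, with another accession than the one in Additional file 1.

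Among the alternatives set before the data were examined, the 23 results were called for 14 with the 18 arrays as separate observations, 14 with the dye-swap pair as a random block, 13 with a dye effect, 13 with both dye-swap arrays needed, 9 with Cy5 alone, 3 with Cy3 alone, 9 at an adjusted p under 0.05, 6 with the replicate block, 4 with a minimum of 1 culture, 3 with all 3 needed, 4 with scaled arrays, 4 with adjustment over the 3 times, 4 with no minimum size and 1 with each time alone. Those settings dropped 0, 2, 1, 12, 41, 52, 0, 3, 1, 13, 125, 1, 0 and 74 of the 295, in the same order. Leaving out 1 culture called 6 of them without 8 h replicate 1, 4 without 4 h replicate 1, 2 each without 8 h replicate 2 or 8 h replicate 3, and 1 each without 2 h replicate 1, 2 h replicate 3 or 4 h replicate 3. Median centring, robust moderation, no moderation, and leaving out 2 h replicate 2 or 4 h replicate 2 called 0. Separate arrays at each time alone with at least 1 culture, chosen after the values were seen, called 20 of the 23 and dropped 0 of the 295, with 24 up and 28 down at 2 hours, 28 up and 46 down at 4 hours and 125 up and 122 down at 8 hours. The fit with exchanged dyes, also chosen after, called 13 and dropped 2, and the fit without both replicate 3 cultures, also chosen after, called 3 and dropped 92. The single-dye fits with exchanged labels, also chosen after, called 11 (Cy5) and 5 (Cy3) and dropped 59 and 39. *PMS2P1*, *DLEU2* and *SFRS7* were called in no setting.

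Of the 218 means of named genes compared with Additional file 1, 195 were within 0.01 of the paper's and 0 differed by more than the larger of the 2 errors. For *TNFRSF11B* the SD of the paper's RT-PCR value is printed there with a minus sign, which an SD cannot carry.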

Other observations

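The count of histone genes was chosen only after the values were seen.

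Of 47 ribosomal proteins and translation factors, 16 rose and 1 fell at 8 hours (18 and 1 when adjusted over the list alone), among them *EEF2*, an elongation factor, at 1.24 ± 0.35 (SD, n = 3 cultures) and *EIF4B*, an initiation factor, at 0.77 ± 0.073. At 2 hours 0 of 48 rose or fell and at 4 hours 2 of 49 rose, and the list was called up at both times (adjusted p = 0.00266 and 0.000663; 0.0982 and 0.0755 with an estimated correlation), with a median gene at 0.055 and 0.10. Of 35 genes of ribosome biogenesis 19 fell and 0 rose at 8 hours (21 fell when adjusted over the list alone). Of 26 heat shock chaperones 18 fell and 2 rose at 8 hours (20 and 2 when adjusted over the list alone), among them *DNAJA1*, an HSP40 cochaperone, at -1.25 ± 0.16, *HSPE1*, a mitochondrial chaperonin, at -1.12 ± 0.40 and *HSPA1A* at -1.03 ± 0.33. At 4 hours 4 of 27 fell (5 when adjusted over the list alone) and the list was called down (adjusted p = 0.00185; 0.301 with an estimated correlation), and at 2 hours 2 of 27 fell and it was not called (adjusted p = 0.452). Of 22 genes of cholesterol and fatty acid synthesis 8 fell and 0 rose at 8 hours (12 fell when adjusted over the list alone), among them *INSIG1*, which encodes a sterol sensor of the SREBP pathway, at -0.89 ± 0.43 and *ELOVL6*, a fatty acid elongase gene, at -0.64 ± 0.18. At 2 and 4 hours 0 of 23 rose or fell and the list was not called (adjusted p = 0.926 and 0.588).

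Of 30 genes of autophagy and the lysosome 15 rose and 1 fell at 8 hours (18 and 1 when adjusted over the list alone), among them *NBR1* and *SQSTM1*, which encode autophagy receptors, at 1.18 ± 0.093 and 1.13 ± 0.31, and *MAP1LC3B* at 1.10 ± 0.066. At 2 hours 0 of 30 passed the test and the list was called up (adjusted p = 0.0115; 0.164 with an estimated correlation). Of 43 splicing factors 5 rose and 17 fell at 8 hours (5 and 18 when adjusted over the list alone), among the falls *HNRPD* at -1.36 ± 0.29 and *HNRPH3* at -1.24 ± 0.45, which encode RNA-binding proteins. The list was called down at 2 hours, when 1 rose and 1 fell, and at 4 hours, when 4 rose and 3 fell (adjusted p = 0.0203 and 0.0172; 0.301 and 0.301 with an estimated correlation), and was not called at 2 hours by fry (adjusted p = 0.0995) or without 2 h replicate 1 (0.102), nor at 4 hours without 2 h replicate 1 (0.0627) or 4 h replicate 1 (0.0997). DNA replication genes were called down at 4 hours, when 1 of 39 rose and 4 fell (adjusted p = 0.0216; 0.355 with an estimated correlation; 0.0644 without 4 h replicate 1). Histone genes were not a fixed list. Of 36 oligonucleotides at 2 hours 10 rose and 0 fell, and of 38 at 4 hours 8 rose and 0 fell. Of 28 at 8 hours 11 rose and 2 fell (*H2AZ1* and *H2AC5P*). These values are of poly(A)+ RNA and need not stand for all histone mRNA. *MT1E* was the 1 metallothionein that rose among 4, 4 and 3 measured at 2, 4 and 8 hours.

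Lists that were not called had these adjusted p values at 2, 4 and 8 hours. For ERK feedback targets they were 0.283, 0.467 and 0.554, and 2, 1 and 3 genes rose and 1, 1 and 2 fell, *CCND1* falling at each time. For receptor tyrosine kinases and insulin substrates they were 0.87, 0.826 and 0.694, with 0, 2 and 2 risen and 0, 0 and 2 fallen. For mitosis they were 0.87, 0.275 and 0.0701, with 0, 3 and 7 of 30, 29 and 30 genes fallen and 0, 1 and 1 risen. For ER chaperones of the unfolded protein response they were 0.87, 0.412 and 0.439, with 2 risen and 5 fallen of 17 at 8 hours, among them *SDF2L1* at -1.28 ± 0.21 and *HSPA5*, the ER chaperone BiP, at -0.74 ± 0.13. For glycolysis and the hypoxia response they were 0.0971, 0.315 and 0.636, with 3 of 26 risen and 6 fallen at 8 hours. For interferon-stimulated genes they were 0.0659, 0.31 and 0.156, with *IRF7* risen and *GBP1* fallen at each time. For extracellular matrix genes they were 0.536, 0.711 and 0.437, with 2 of 31 risen and 7 fallen at 8 hours, among them *COL1A2* at -1.03 ± 0.22 and *TNC* at -0.87 ± 0.082. For the reference genes of scaling they were 0.92, 0.467 and 0.299, with 0 of 10 risen and 4 fallen at 8 hours (*ALAS1*, *HPRT1*, *PGK1* and *TFRC*). For epithelial markers they were 0.926, 0.913 and 0.619, and 0 of 7, 7 and 6 rose or fell. Of haematopoietic markers 0 of 10, 11 and 7 rose or fell, and they were not tested as a list. The amino acid response governed by ATF4 was not called at 4 hours (adjusted p = 0.185) or 8 hours (0.65), p53 targets were not called at 2 hours (0.87) or 4 hours (0.467), and polyamine and methionine metabolism was not called at 2 hours (0.87) or 8 hours (0.554), when 4 of 13 rose and 7 fell.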
